# Identification of conserved genes triggering puberty in European sea bass males (*Dicentrarchus labrax*) by microarray expression profiling

**DOI:** 10.1186/s12864-017-3823-2

**Published:** 2017-06-05

**Authors:** Mercedes Blázquez, Paula Medina, Berta Crespo, Ana Gómez, Silvia Zanuy

**Keywords:** Spermatogenesis, Cell cycle, Meiosis, Retinoic acid, Teleosts

## Abstract

**Background:**

Spermatogenesis is a complex process characterized by the activation and/or repression of a number of genes in a spatio-temporal manner. Pubertal development in males starts with the onset of the first spermatogenesis and implies the division of primary spermatogonia and their subsequent entry into meiosis. This study is aimed at the characterization of genes involved in the onset of puberty in European sea bass, and constitutes the first transcriptomic approach focused on meiosis in this species.

**Results:**

European sea bass testes collected at the onset of puberty (first successful reproduction) were grouped in stage I (resting stage), and stage II (proliferative stage). Transition from stage I to stage II was marked by an increase of 11ketotestosterone (11KT), the main fish androgen, whereas the transcriptomic study resulted in 315 genes differentially expressed between the two stages. The onset of puberty induced 1) an up-regulation of genes involved in cell proliferation, cell cycle and meiosis progression, 2) changes in genes related with reproduction and growth, and 3) a down-regulation of genes included in the retinoic acid (RA) signalling pathway. The analysis of GO-terms and biological pathways showed that cell cycle, cell division, cellular metabolic processes, and reproduction were affected, consistent with the early events that occur during the onset of puberty. Furthermore, changes in the expression of three RA nuclear receptors point at the importance of the RA-signalling pathway during this period, in agreement with its role in meiosis.

**Conclusion:**

The results contribute to boost our knowledge of the early molecular and endocrine events that trigger pubertal development and the onset of spermatogenesis in fish. These include an increase in 11KT plasma levels and changes in the expression of several genes involved in cell proliferation, cell cycle progression, meiosis or RA-signalling pathway. Moreover, the results can be applied to study meiosis in this economically important fish species for Mediterranean countries, and may help to develop tools for its sustainable aquaculture.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3823-2) contains supplementary material, which is available to authorized users.

## Background

Puberty in fish, as in other vertebrates, comprises the developmental process during which an immature individual acquires for the first time the ability to undergo sexual reproduction [1, 2]. In teleost males, puberty is tightly regulated and implies the proliferation and division of spermatogonia (mitotic phase), their subsequent entry into meiosis with the appearance of spermatocytes (meiotic phase), and the final formation of the spermatids and the haploid mature spermatozoa [2, 3]. A species-specific number of genetically determined divisions characterize the mitotic phase [3], whereas the meiotic phase remains under the influence of the retinoic acid (RA) signalling pathway [4, 5]. Somatic Sertoli cells are important players during spermatogenesis, exhibiting a high mitotic activity, particularly at the beginning of each seasonal cycle [2], and are essential for the proliferation and differentiation of germ cells [6]. Mitosis and meiosis reveal thus as key processes for the onset of puberty in vertebrates. Meiosis is of particular importance since it implies the recombination and reduction of the genetic material, essential to ensure the correct formation of gametes, and therefore guarantees the reproduction and maintenance of the species.

Spermatogenesis is marked by the functional stimulation of the brain-pituitary-gonad (BPG) axis, responsible for its neuroendocrine control [7]. The brain is the central organ that integrates the circuits that sense the internal and external stimuli and secretes different neuropeptides that control the production of gonadotropins from the pituitary. It is generally accepted that gonadotropins (follicle stimulating hormone; Fsh and luteinizing hormone; Lh), and androgens are the main internal stimuli for vertebrate spermatogenesis. Both gonadotropins become activated by a number of factors among which the metabolic status of the individual, in terms of body size and visceral fat content, or the photoperiod, are worth mentioning [1, 2, 8, 9]. 11ketotestosterone (11KT) is the main androgen in fish and plays an important role in the progression of spermatogenesis [10]. It is involved in the proliferation of spermatogonia towards meiosis [11] and mediates the action of several factors produced by Sertoli cells like antimüllerian hormone (Amh) and insulin-like growth factors (Igfs) at the start of the cycle [12]. In addition, Fsh has been shown to stimulate 11KT production in several fish species [13–17]. In fact, Fsh receptor is present not only in Sertoli cells but also in Leydig cells, the somatic cells with steroidogenic capability, as shown in Senegalese sole [13] African catfish [14] and zebrafish [15–17].

The European sea bass (*Dicentrarchus labrax*) is an important fish species for marine aquaculture that after intense research on its reproductive function has become a model for both basic and applied research. A number of studies focused on the endocrine control of reproduction shed light on the process and aided to develop protocols for its control in captivity (reviewed by [1]). Increased growth rates under intensive culture resulted in precocious puberty in about 20–30% of males by the end of the first year of life [18], something that in normal conditions occurs during the second year [19]. As in other farmed fish, precocious maturation is one of the main drawbacks for its culture [9], resulting in important economic losses since by the time of marketing during the second year, precocious males exhibit a smaller size than that of normal-maturing males [20, 21]. Several studies have shown that this problem can be partially solved by a well-planned strategy of photoperiod control [18, 21–23], although clearly, more work is needed to understand why males mature precociously. Brain factors including kisspeptins [24–27], gonadotropin-releasing hormones (Gnrhs) [28, 29], leptin and their receptors [8] have been characterized in this species. Regarding pituitary gonadotropins, both Fsh and Lh receptors have been cloned [30], and different assays are currently available to measure Fsh and Lh levels in plasma and pituitary [31–33]. Moreover, recombinant European sea bass gonadotropins have been used as a biotechnological approach in gene therapy for assisted reproduction [34, 35]. In addition, secretion patterns of sex steroids [36], sex steroid receptors, and several steroidogenic enzymes [30, 37] during the seasonal cycle have also been reported.

Despite all the previous knowledge, little is known about the molecular machinery that triggers puberty in European sea bass males, apart from a study reporting the possible involvement of several genes in the early events preceding gonadal maturation [38]. The recent availability of several molecular resources, including a partially annotated European sea bass genome database [39] gave us the opportunity to study this process using a high throughput strategy. The aim of the present work is to compare the transcriptome from European sea bass testes before and right at the start of puberty, and to identify potential genes and pathways involved in the process. This will boost our knowledge of the onset of pubertal development from a basic perspective and will help to implement tools for the improvement of a sustainable aquaculture.

## Methods

### Animals, rearing conditions and samplings

European sea bass hatched in April 2008 at the Ecloserie Marine de Gravelines (EMG) in the North of France and were grown there until 100 days post hatching (dph) when they were transported to our aquaria facilities at the Institute of Aquaculture Torre la Sal (IATS), a research centre belonging to the Spanish National Research Council (CSIC) in the Spanish Mediterranean coast. The facilities were approved for animal experimentation by the Ministry of Agriculture and Fisheries and by the Department of Fisheries from the Generalitat Valenciana (certificate number ES120330001055). Fish were reared in 2000 l round fiberglass tanks under natural conditions of photoperiod and temperature until the end of the experiment. In December 2008, coinciding with the first breeding season in this species, fish were subjected to abdominal massage to check for the presence of sperm. This allowed us to eliminate males exhibiting precocious puberty that could interfere with our results. These procedures were repeated every 20 days for a period of about 3 months. Prior to the start of the second breeding season (August 2009), coinciding with European sea bass normal puberty, a sampling procedure was designed to obtain testes covering the first stages of spermatogenesis. Samplings (15 fish per sampling point) were performed every 10 days starting in mid-August and finishing by the end of October. At each sampling point, fish were anesthetized with 2-phenoxyethanol (0.2 ml·l^−1^) and blood was taken from the caudal vein for plasma sex-steroid measurements. Fish were subsequently sacrificed by quickly severing their spinal cord and gonads were dissected for histology (the central part of the gonad) whereas the rest was kept at −80 °C for further RNA extractions needed for the different analyses including microarray hybridizations, validations, and tissue specific expression studies. Fish were treated in agreement with the Spanish regulations (Royal Decree Act 53/2013) and the European legislation (2010/63 EU) concerning the protection of animals used for experimental and other scientific purposes. All steps were taken to reduce suffering of the animals.

### Histological analysis

After dissection, the central part of the testes was immediately fixed in 4% formaldehyde: 1% glutaraldehyde in phosphate buffered saline (PBS; [40]). Tissues were washed in PBS and dehydrated in an increasing series of ethanol 70–96%. Samples were embedded in glycol methacrilate resin (Technovit 7100; Heraeus, Kulzer, Germany), sectioned at 3–4 μm, and stained as in [41]. The stages of testicular development and the type and abundance of germ cells in each stage were assessed according to [18] and [42], respectively.

### Steroid analysis by enzyme immune assay (EIA)

Plasma levels of 11KT were determined by enzyme immune assay (EIA) in 20 fish selected from each developmental stage, using the protocol by [22]. Briefly, antibodies were used at a final concentration of 1:200,000 and the tracer (Cayman chemicals, MI, USA) was diluted at 1:50 Ellman Units (UE)/ml (used at 0.1042 EU/ml). The sensitivity of the assay was around 0.003 ng/ml (Bi/B0 = 90%) and half displacement (Bi/B0 = 50%) occurred around 0.03 ng/ml (slope = −1.018). The inter-assay coefficient of variation (*n* = 2 plates) was 1.72%.

### RNA isolation and cDNA synthesis

For hybridizations and real-time validations, testes (approx. 50–100 mg) were homogenized in Trizol (Invitrogen, Carlsbad, CA) using the FastPrep® Instrument (Qbiogene, Inc., Carlsbad, CA), a tissue homogenizer with ceramic spheres as a lysing matrix. Total RNA was extracted from the lysate with the PureLink™ RNA mini Kit (Invitrogen), following the manufacturer’s instructions. Briefly, RNA was phase separated, washed, and finally eluted in DEPC water. For the tissue-distribution study, tissues including telencephalon, hypothalamus, cerebellum, spleen, gills, head kidney, kidney, liver, testis, ovary, heart and gut were homogenized in a thioglycerol-based buffer included in the Maxwell® 16 LEV simplyRNA tissue kit (Promega, Madison, WI). The homogenates were used for RNA isolation with the Maxwell® 16 instrument (Promega) following the manufacturer’s instructions that include a DNase treatment. Nevertheless, an additional test was done on the RNAs to discard any possible DNA contamination. For microarray hybridizations RNA quality was assessed with a Bioanalyzer 2100 (RNA 6000 Nano LabChip kit Agilent, Spain) and only RNAs with RIN values higher than 8.5 were used. For other downstream applications such as quantitative real time PCR (qPCR) or conventional PCR (tissue expression study), RNA quantification was done with a Nanodrop 2000c (Thermo Scientific, Wilmington, DE) and stored at −80 °C until further cDNA synthesis. Total RNA (3 μg) was reverse transcribed to cDNA with Superscript III (Invitrogen) and random hexamers following the manufaturer’s instructions. Protection of RNA from ribonucleases during cDNA synthesis was done by including 40 units of RNAse inhibitors (RNasin, Promega). The reaction was inactivated at 70 °C for 15 min.

### Microarray hybridization and analysis

RNA labelling, hybridizations, and scanning were performed at the Autonomous University of Barcelona (UAB). Total RNA (100 ng) was amplified and Cy3-labeled with One-Color Microarray Gene Expression Analysis (Low Input Quick Amp Labelling kit, Agilent) along with One-Color RNA SpikeIn Kit (Agilent) following the manufacturer’s instructions. The resulting cRNA was purified (RNeasy mini spin columns; Qiagen), quantified with a Nanodrop ND-1000 and checked with a Bioanalyzer 2100 as previously described. Amplified samples (1.65 μg per sample) were hybridized to a custom oligonucleotide high-density European sea bass microarray (Agilent 4 × 44 K design format; http://www.agilent.com/) containing 60-mer oligonucleotides with a linker directly spotted on glass slides using the Agilent’s SurePrint Tecnology. Three samples from each testicular stage, selected after histological examination and 11KT plasma levels, were used for microarray hybridizations, each of them consisting of a pool RNAs from six males. The pools were used as biological replicates and thus independent samples for microarray hybridizations. In addition, and since each microarray plate can hold up to four samples (4 × 44 design), one sample from each stage was randomly chosen and hybridized in both plates as a quality control to check for possible inter-plate hybridization differences. 

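The repeated hybridisations of pool 3 of each stage were compared between the 2 plates on log2 signals shifted to the 75th percentile of each array, over the probes detected well above background on every array of at least 1 stage. The log2 difference between plates had an SD of 0.21 over all targets for the stage I pool and of 0.16 for the stage II pool. Pearson's r between the repeated arrays was 0.996 for stage I and 0.998 for stage II. The lowest r between any arrays of the same stage was 0.986, and the highest r between arrays of different stages was 0.971. A limma model with stage and plate as terms and the pool as a random block, fitted to 8994 targets, gave 1 target with a plate effect at an adjusted *p* under 0.01 and a fold change over 2. That target, cDN30P0003I22.F.ab1, which is named because the count was so small, differed between plates by 1.44 on the log2 scale (adjusted *p* = 0.00317 from limma). In all, 674 targets had an unadjusted *p* under 0.05 for the plate.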

The probes contained in the microarray (GEO accession number GPL13443) cover 13,199 unique sequences of *Dicentrarchus labrax* that include 6275 annotated transcripts, each with 3 specific probes, and 6924 ESTs with 1 probe/target sequence. Assuming that a typical diploid teleost genome is expected to have 26–28 thousand protein coding loci, the microarray used for the study should cover about half of the genes of the species. Hybridizations were done at 65 °C for 17 h (GE Hybridization Kit; Agilent). Washes were conducted as recommended by the manufacturer using Agilent’s Gene Expression Wash Pack with stabilization and drying solution and arrays were scanned with a G2505B (Agilent). Several quality control features and spot intensities were extracted with Agilent’s Feature Extraction software v10.4. Finally, data were analyzed with GeneSpring software v10.1. Percentile shift normalization was used to adjust all spot intensities in the array (percentile target = 75). Principal Component Analysis (PCA) was used as a quality control on samples and allowed to decrease the number of false positives before the statistical analysis. Normalized data were filtered by comparison of the standard deviation expression among groups (filter by expression). Statistical analyses were performed on filtered data using a t-test. Significant differences in the transcriptomic profile between early stages of spermatogenesis (data filtered at a fold change (FC) expression of 2) were set at *p* < 0.01. The corresponding study was deposited at the Gene Expression Omnibus (GEO-NCBI) database under the accession number GSE47400.

### Gene annotation and enrichment analysis

The web-based tools Genecards (http://www.genecards.org), Uniprot (http://www.uniprot.org) and AmiGO 2 (amigo.http://amigo.geneontology.org) were used to assign gene names, synonyms and functions to the differentially expressed genes (DEGs) found after microarray hybridizations. The annotation of the sequences was manually curated, improving the accuracy of the information obtained from the microarray used for this study. A further improvement was added implementing the Blast2Go software [43] that enriched the number of GO-term annotations. A list containing all genes included in our custom-made microarray was used as a reference set to evaluate the enrichment in GO-terms in the subset of DEGs. The resulting data were analysed with Fisher’s exact test with multiple testing correction of the false discovery rate. In addition, annotated DEGs were ascribed to functional biological pathways using the Kyoto Encyclopaedia of Genes and Genomes (http://www.genome.jp/kegg) and the possible altered metabolic pathways were assessed.

### Array validation by quantitative real-time PCR (qPCR)

EST sequences of the DEGs were used as a query in Blast searches against the European sea bass genome and GeneBank databases in order to position the selected DEGs in their corresponding genes. Primers for the amplification of the DEGs were designed in areas covering intron-exon boundaries to check for genomic contamination using Primer 3 (http://primer3.ut.ee). Primers (Additional file 1) were checked by conventional PCR and the amplified fragments sequenced to verify their identities. qPCR analyses were performed with an iCycler iQ™ (BioRad Labs., Inc.) using SYBR® Green (PCR Master Mix; Applied Biosystems). PCR reactions were run in triplicate in optically clear 96-well plates in a final 20 μl volume containing 10 μl of 2× Sybr Green Master mix, 10 pmol of each primer and 5 μl of diluted cDNA (1:50 for the target genes or 1:500 for the reference gene). Cycling parameters included an initial denaturation at 95 °C for 3 min, followed by 40 cycles at 95 °C for 15 s and annealing-extension at 60–72 °C for 1 min ending with an extension at 72 °C for 1 min. A final temperature dissociation step was done to ensure the presence of just one product. qPCR data were collected with iCycler™ iQ optical system software (v. 3.0, BioRad). The cycle threshold (Ct) was calculated as the average of three replicates per sample. Gene expression analyses were conducted using the Q-Gene core module [44]. Briefly, for each gene the amplification efficiency (E) was calculated from the slope of the linear correlation between Cts and the logarithm of the amount of serially diluted RNA, used as a standard, following the eq. E = 10^(−1/slope)^. E values for the different genes were within the range of 93.5–101.8%. Values were normalized (normalized expression; NE) to the constitutively expressed reference gene *18S rRNA* in each sample (*n* = 8 individual fish per stage and gene) according to the eq. NE = (E_ref_)^Ctref^/(E_target_)^Cttarget^. *18S rRNA* was considered a good reference gene since it exhibited the best bestkeeper index when comparing different developmental stages [45]. In addition, the expression of this gene remains constant in many physiological conditions such as differentiation and proliferation [46] making it a suitable reference gene for this study.

### Tissue specific expression

The expression of the selected DEGs was assessed in different tissues including telencephalon, hypothalamus, cerebellum, spleen, gills, head kidney, kidney, liver, testis, ovary, heart and gut. PCR reactions were performed with an initial denaturation of 5 min at 94 °C, and then 34 cycles with the following characteristics: denaturation at 94 °C for 30 s, annealing at 60 °C for 30 s, and extension at 72 °C for 30 s. A final extension of 2 min at 72 °C was added at the end of the 34 cycles.

### Sequencing, cloning, and phylogenetic studies of European sea bass *cyp26a1*

Based on the ESTs of the microarray, the full sequence of European sea bass *cyp26a1* was localized along the genome. Specific primers were designed in 3′- and 5′-UTR flanking regions to amplify its full-coding sequence. The fragment was cloned into a bacterial vector using the pGEM T-easy cloning kit (Promega Corp., Madison, WI), and amplified in *E. coli* competent cells following the manufacturer’s instructions. Several colonies were selected, grown in liquid LB and finally sequenced with an automatic ABI 3100 Genetic Analyser (Applied Biosystems, Foster City, CA), using the BigDye Terminator v3.1 Cycle Sequencing Kit (Applied Biosystems). The identity of the clones was confirmed after sequencing, multiple alignment comparisons, and phylogenetic analysis. An in silico study of the 5′ upstream 1500 bp of the flanking promoter sequence using MatInspector and (Promo) Transfac v.8.3 was used to identify the presence of putative binding sites for transcription factors that could be involved in the activation or repression of *cyp26a1* transcription. An alignment of known Cyp26 proteins from vertebrates, either compiled from GenBank/EMBL or predicted in ENSEMBL, was made with clustalW2. For the phylogenetic tree, the distances were computed with the Poisson correction method [47] and the evolutionary history was inferred using the Neighbor-Joining method [48] after a bootstrap test using 1000 replicates. The phylogenetic analysis was carried out in MEGA v.4 [49].

### Statistical analyses

Student’s t-test for hormonal analysis, microarray hybridizations and gene expression levels was used to reveal significant differences between stage I and stage II. In all cases, significant differences were accepted at *p* < 0.05 except for microarray hybridizations for which differences were accepted at *p* < 0.01.

## Results

### Sample selection: histological and hormonal classification

Sea bass testes were histologically classified according to their stage of spermatogenesis [18, 42]. Since the study was focussed on the onset of spermatogenesis, only testes in stage I (immature) and stage II (proliferative) were used. Briefly, stage I, corresponded to an immature testis, and was characterized by the presence of type A spermatogonia located within the seminiferous lobules (Fig. 1a). Stage II, corresponded to testis in a proliferative phase and was characterized by the presence of type A spermatogonia, abundant cysts of type B spermatogonia and sometimes cysts of type I spermatocytes (Fig. 1b). Plasma samples from males previously classified by histology as stage I (*n* = 20) or stage II (*n* = 20) were used to check their levels of 11KT. The results showed that 11KT was a suitable marker to discriminate between males in stage I and stage II with significantly higher levels in the latter than the former (Fig. 2). Based on that, testes from 18 males in stage I (11KT levels ranging between 0.35 and 0.87 ng/ml), and 18 males in stage II (11KT levels ranging between 2.18 and 3.64 ng/ml) were selected for further RNA extractions and microarray hybridizations. For that purpose, the RNAs from the 18 males of each testicular stage were randomly divided and pooled into six groups, three corresponding to stage I and the other three to stage II. The pools of each stage consisted of the RNA from six different fish of that particular stage up to 18 fish per stage. The pools were used as biological replicates and thus independent samples for microarray hybridizations.

**Fig. 1:**
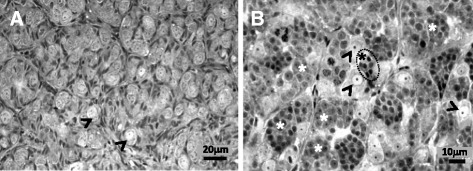
Photomicrographs of European sea bass testis during early stages of pubertal development. **a** Sexually immature testis in stage I, was characterized by the presence of type A spermatogonia (*arrowheads*) located within the seminiferous lobules (**b**) Early recrudescent testis in stage II, characterized by the presence of type A spermatogonia (*arrowheads*), abundant cysts of type B spermatogonia (*white asterisks*), and scarce cysts of type I spermatocytes (*encircled black asterisk*)

**Fig. 2:**
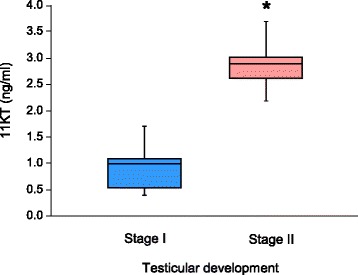
Box-and-whisker plots of 11 ketotestosterone (11KT) plasma levels in European sea bass males during early stages of puberty. 11KT levels were measured at two different stages of pubertal development: stage I, corresponding to sexually immature testes and stage II corresponding to early recrudescent testes. Box represents uper and lower quartiles and maximum and minimum observed values are represented by whiskers. Horizontal line represents the median value (0.99 ng/ml for stage I and 2.90 ng/ml for stage II). The asterisk denotes statistical differences between both groups after a student t-test (*p* < 0.05); *n* = 20 in each experimental group

### Microarray hybridizations

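The expression data came from 8 arrays. RNA from the testes of 18 males at stage I and 18 males at stage II was combined into 3 pools per stage, each with the RNA of 6 fish. Each pool was amplified, labelled with a single dye (Cy3) and hybridised to a custom European sea bass oligonucleotide array. The 3 stage I pools lay on the first slide and the 3 stage II pools on the other, and pool 3 of each stage was hybridised again on the opposite slide, so that each slide held 4 arrays. The authors deposited the scanner output of each array, in which spot intensities are background-subtracted and not normalized between arrays. Each array had 43803 spots other than controls, for 24200 probes and 11705 target names. Of these targets, 6127 had 3 probes and 5439 had 1 probe. The 75th percentile of the signal was between 2559 and 2994 on the stage I arrays and between 3245 and 4402 on the stage II arrays. Between 75.8 and 86.7% of the spots were well above background on the stage I arrays, and between 76.9 and 82.9% on the stage II arrays other than pool 1. The array of stage II pool 1 had 60.2% of its spots well above background. No spot was saturated, and between 96 and 221 spots per array were marked as outliers and left out. Signals were set to log2, shifted to the 75th percentile of their array and averaged over the spots of a probe. The 18278 probes (75.5%) well above background on every array of at least 1 stage were averaged per target, and the repeated arrays of pool 3 were averaged, which left 3 pools per stage. Fold changes are stage II over stage I, tested with limma and adjusted by the Benjamini-Hochberg method. The number of arrays limits the precision of every value. Gene symbols are those of Additional file 2, since the array files name only the targets.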

Changes in gene expression during the onset of spermatogenesis (stage I versus stage II) were assessed with a European sea bass specific microarray previously described and validated (GPL13443). 

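The limma test covered 9019 targets. A total of 733 targets had an adjusted *p* under 0.01 and a fold change over 2 between stage I and stage II testes. Over all targets tested, the 3 pools of stage I did not overlap with the 3 pools of stage II for 5561 (61.7%), an arrangement that chance gives for 10% of targets. The count depended on the test more than on any other choice. Testing directly for a fold change above 2 (limma treat) called 0 targets, with 319 at an unadjusted *p* under 0.05. The methods' t-test called 604 targets at its own threshold and 83 after adjustment. Without stage I pool 2 the count was 268, and without stage II pool 3 it was 916. A fit without a pool has fewer pools to estimate the spread, so calls can be lost although fold changes hold. On simulated arrays with 200 of 9019 targets changed by 1.5 on the log2 scale, limma recovered 88.5% of the changed targets and called 0 unchanged ones. The methods' t-test recovered 94.5% and called 2 unchanged ones. The simulation had no background floor and no shift of fold changes with signal, so it checks the steps and not how many of the 733 calls are false.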

The study identified 315 DEGs between the two spermatogenic stages (FC > 2), among which 162 corresponded to functionally annotated genes whereas the remaining 153 were non-annotated sequences. When comparing their expression, a similar number of DEGs were found to be upregulated and downregulated (150 upregulated versus 165 downregulated; see Additional file 2 for a list of all DEGs and Additional file 3 for a glossary of the genes involved in cell proliferation, reproduction, growth and RA-signalling pathway with particular mention in this study). 

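Of the 733 targets, 155 (21.1%) were upregulated and 578 (78.9%) were downregulated in stage II testes. The median log2 fold change of all 9019 targets was -0.14 after the shift to the 75th percentile, so that a log2 fold change measured against the median target is higher by that amount. The split depended on the scaling. With the median of each array in place of the 75th percentile, 260 targets were upregulated and 428 downregulated. After quantile normalization, 207 were upregulated and 328 downregulated. After normexp background correction, 47 were upregulated and 91 downregulated. With the deposited log2 values, which are not scaled between arrays, 729 were upregulated and 77 downregulated, and the median log2 fold change of all targets was 0.33. The filter on dim probes also moved it, with 153 targets upregulated and 280 downregulated when only probes well above background on every array were used, a filter that also leaves out targets because they fell toward the background. The targets were also divided into 5 groups of nearly equal size by mean signal. From the group with the lowest signal upward, the groups had 249, 133, 92, 78 and 26 downregulated targets, against 25, 25, 40, 33 and 32 upregulated ones. Of the downregulated targets, 229 had all their probes well above background on every stage II array, 344 on some stage II arrays and 5 on none. From the numbers of its own list in Additional file 2, the paper states that up- and downregulated DEGs were similar in number.

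**Figure D1:**
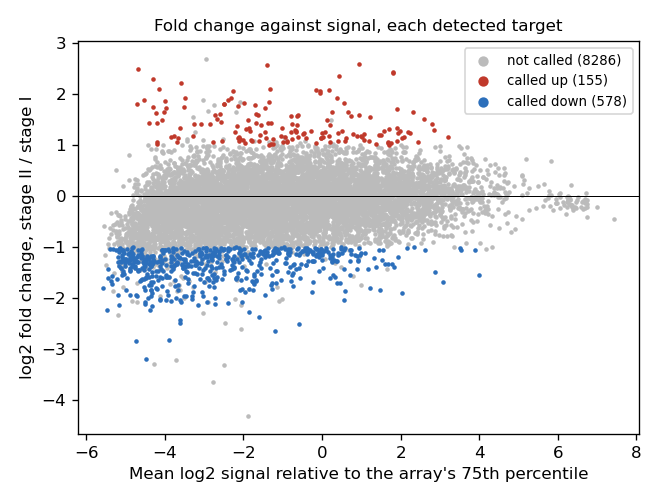
Log2 fold change of each target (stage II over stage I, vertical axis) against its mean log2 signal relative to the 75th percentile of the array (horizontal axis). Coloured points are the 155 upregulated and 578 downregulated targets and grey points the other targets tested. The downregulated targets are most frequent at low signal.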

A PCA showed the spatial distribution of the microarray data and revealed the presence of two clear clusters, one corresponding to stage I testes and the other one to stage II testes (Additional file 4). 

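A PCA of the 6 pools over all 9019 targets, centred and not scaled, separated the stages along component 1. The stage I pools had component 1 scores of -28.6, -31.7 and -27.3, and the stage II pools had scores of 43.5, 26.6 and 17.7. The separation was complete, with an exact two-sided permutation *p* of 0.1 over 20 relabellings, which is the smallest *p* that 3 pools against 3 allow. Within stage II the scores spread over a wider range than within stage I, with pool 1 the farthest from the stage I pools.

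**Figure D2:**
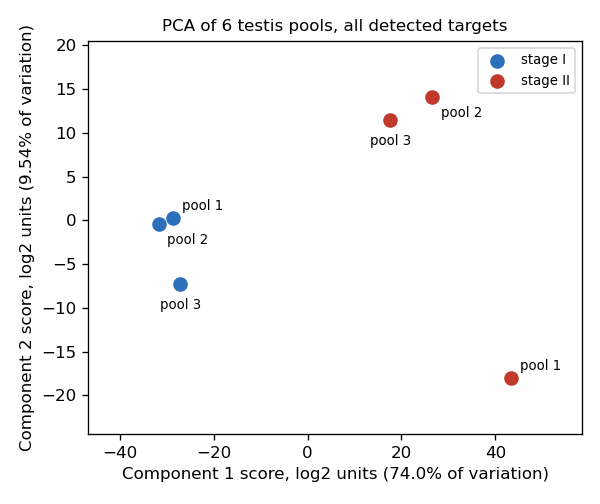
Scores of the 6 testis pools on components 1 and 2 (log2 units) from all 9019 targets, with 1 point per pool. The stage I pools lie between -31.7 and -27.3 on component 1 and the stage II pools between 17.7 and 43.5.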

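Over all targets tested, component 1 held 74.0% of the variance between pools and component 2 held 9.54%. Restricted to the targets of Additional file 2, which were chosen for their difference between the stages, component 1 held 95.6% and component 2 held 2.26%. With no filter on dim probes, component 1 held 53.6% and component 2 held 26.3%. The deposited unscaled log2 values moved component 2 most, to 28.2%, with 60.1% on component 1.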

Component 1 explained 92.43% of the variation whereas component 2 was responsible for 5.13% of the variation. In addition, a heatmap representation of the DEGs grouped fish according to their stage of testicular development (Fig. 3).

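Clustering of the 8 arrays by average linkage on Pearson correlation, over all targets tested and not only the DEGs, placed 8 of 8 arrays with their stage. The repeated arrays of pool 3 joined their own stage although they lay on the slide of the other stage. With no filter on dim probes, 5 of the 8 arrays were placed with their stage.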

**Fig. 3:**
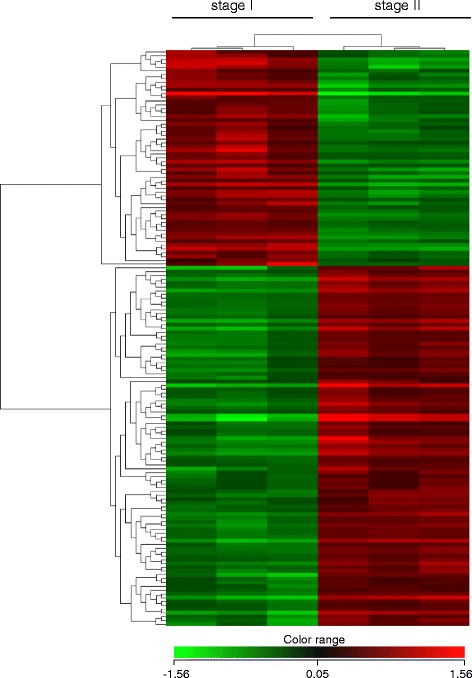
Hierarchical heat map of European sea bass annotated ESTs differentially expressed during early stages of puberty. The individual genes are pictured horizontally showing their relative expression values across all replicates of the different stages of pubertal development (tree replicates per stage) that are represented in each column. The colour scheme is calibrated to the log2 expression values with red representing higher transcript abundance and green lower transcript abundance. The heatmap displays only DEGs (corresponding to 152 annotated genes) with significantly different expression values (*p* < 0.01) between stage I and stage II and a log2 fold change value greater than two (Pearson correlation). The scale bar shows Z-score values

A Gene Ontology (GO) study of the DEGs of the microarray resulted in a distribution among the three main functional categories including biological processes (Additional file 5A) with a high presence of genes involved in cell division, cell cycle, cell differentiation and cytoskeleton organization typical of the increased cell proliferating activity during early testicular recrudescence. In addition, genes involved in growth, reproduction, metabolism and catabolism were also differentially expressed. Regarding the molecular function (Additional file 5B), binding, enzymatic activity, and transport were differentially regulated. As for the cell component (Additional file 5C), a majority of the processes appeared taking place in the nucleus and were linked to the protein complex. These results were supported by a GO enrichment analysis that resulted in the identification of several DEGs in the major functional categories undergoing changes throughout European sea bass spermatogenesis (Table 1). 

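The genes listed in Tables 1 and 2 were looked up by symbol. The 115 symbols led to 107 tested targets, since 2 symbols were not found in Additional file 2, 3 were not tested and some symbols share a target. Of these targets, 67 were higher and 40 lower in stage II testes. A fold change over 2 and an adjusted *p* under 0.01 were found for 92 of them over all targets, and for 92 when adjusted over the list alone. The lists were chosen on these same arrays, so neither count is independent evidence. With only probes well above background on every array, 66 of the listed genes were higher in place of 67 and 19 lower in place of 40. Fewer genes could be tested, and this filter also leaves out genes because they fell toward the background. Symbols were paired with targets only for the listed DEGs, so an enrichment against all genes of the array was not computed.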

Three main subsets were apparent, one including several biological processes focused on reproduction, cell cycle, cell division, chromosome segregation and cellular metabolic processes; a functional subset related to binding; and finally a cellular component category mainly related to processes taking place in the nucleus. 

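Of the 35 genes tested in the cell cycle category of Table 1, 32 were higher in stage II testes and 3 lower, with a median log2 fold change of 1.24. All genes tested in the cell division (11), chromosome segregation (11), chromosome (23) and nuclear chromosome (10) categories were higher in stage II. The nucleus category had 42 genes higher and 12 lower, and the reproduction category had 8 higher and 6 lower. In the cation binding category, 2 of 8 genes were higher and 6 lower, with a median log2 fold change of -1.84.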

The fact that cell cycle processes occur mainly in the nucleus suggests that both subsets are mechanistically related and are involved in cell division and progression. The analysis of the affected biological pathways during the onset of pubertal development (Table 2) indicated that 15 of the DEGs (>2.0 FC) were involved in metabolic pathways mainly related to nucleotide, amino acid and lipid metabolism and retinol metabolism. 

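Among the metabolic pathways of Table 2, nucleotide metabolism had 5 genes higher and 1 lower in stage II testes, with a median log2 fold change of 1.24. Amino acid metabolism had 5 genes higher and 2 lower, and its median was 0.94. In lipid metabolism, 1 gene was higher and 2 were lower, of 4 listed and 3 tested. Retinol metabolism was represented by *cyp26a1* alone, which was lower in stage II.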

Pathways involved in cellular processes mainly cell cycle, meiosis, and DNA replication and repair were also affected, and included 13 DEGs. 

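The 10 cell cycle genes of Table 2 were all higher in stage II testes, with log2 fold changes from 0.97 to 2.36 and a median of 1.33, and 7 of them had a fold change over 2 at an adjusted *p* under 0.01. The 10 meiosis genes that could be tested, of 11 listed, were also all higher, with a median log2 fold change of 1.51, and 9 of them passed both limits. The 5 genes of DNA replication and repair were higher by log2 fold changes from 1.17 to 1.51, and all 5 passed.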

Other group of DEGs was involved in different signalling pathways and the last group includes pathways related with the endocrine system.

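The signalling pathways of Table 2 had few genes each and went both ways. The 3 genes of the TGF beta pathway were lower in stage II testes, with log2 fold changes from -1.79 to -1.19. The 2 genes of the Wnt pathway were higher, with log2 fold changes of 0.99 and 1.23, of which the larger passed the limits on fold change and adjusted *p*. In the MAPK pathway 2 genes were higher and 1 lower, and in the hedgehog pathway 1 gene was higher, with a fold change under 2, and 1 was lower. In the prolactin pathway 1 gene was higher, with a fold change under 2, and 2 were lower. The Renin secretion and thyroid hormone pathways had 1 gene each, and both genes were lower.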

**Table 1:** Gene ontology analysis of annotated transcripts significantly affected during the onset of puberty in European sea bass testis (Fisher’s exact test with multiple corrections for FDR)

GO-term	FDR	*P*-value	Sample frequency (*N* = 141)	Array frequency (*N* = 7681)	Gene names
Biological process					
**GO:0007049**. Cell cycle	2.0E-7	2.3E-10	36 (25.5%)	594 (7.7%)	*uhrf2, dmc1, nsl1, ccnd2, kif2c, cenpi,* ***thbs1*** *,* ***jmy*** *, chaf1b, psmd3, ncapg, rbbp4, syce1, ttk, sycp2, pold3,* ***camk2d*** *, ndc80, aspm, rad9b, aurkb, psmb7, bub3, dtymk, ppef1, cenph, anln, slbp, spc25, nup37, mad2l1bp, ccne2, trip13, cdc28, nsmce2, cenpf*
**GO:0051301**. Cell division	3.8E-2	2.2E-3	11 (7.8%)	212 (2.8%)	*nup37, nsmce2, anl, aurkb, cenph, aspm, ndc80, mad2l1bp, bub3, ppef1, cdc28*
**GO:0007059**. Chromosome segregation	2.1E-6	2.1E-08	12 (8.5%)	70 (1.0%)	*nup37, nsmce2, aurkb, cenph, ndc80, kif2c, madl1bp, cenpf, ttk, bub3, syce1, ncapg*
**GO:0006259**. DNA metabolic process	8.0E-3	6.0E-5	20 (14.2%)	401 (5.2%)	*uhrf2, dmc1, cacybp,* ***jmy*** *, chaf1b, pcna, ncapg, rbbp4, pold3, rfc3, rad9b,* ***cry2*** *, smarcc2, asf1b, fen1, trip13, ruvbl2,* ***nt5e*** *, mcm3, nsmce2*
**GO:0010467**. Gene expression	2.0E-7	2.6E-10	4 (2.8%)	1658 (21.6%)	*uhrf2,* ***thbs1*** *, eed, asf1b*
**GO:0000003**. Reproduction	2.3E-2	4.9E-04	14 (9.9%)	266 (3.5%)	***tgfbr1*** *,* ***adamts1*** *, cenpi, bub3, syce1,* ***ihh*** *, sycp2, dmc1, hsf2bp,* ***amh*** *, trip13, sdf1a, ttk,* ***fosla***
**GO:0044237**. Cellular metabolic process	2.1E-3	1.2E-5	47 (33.3%)	3993 (52%)	*uhrf2, dmc1,* ***rab6a*** *, hck, cacybp,* ***thbs1*** *,* ***jmy*** *, chaf1b, pcna, psmd3, ncapg,* ***cry2*** *, gpd1, cad, rbbp4, nme1, ttk, pold3,* ***camk2d*** *, rfc3,* ***lox*** *, srsf7, rad9b, eed,* ***ifitm2*** *, fen1, smarcc2, asf1b, nme3, aurkb, shmt1, cpsf3, atp6v0e1, dtymk, nsmce2, ppef1, u2af35, slbp, trip13,* ***lnx1*** *,* ***fkbp8*** *, nnt, ruvbl2,* ***tgfbr1*** *,* ***nt5e*** *, ubr7, mcm3*
**GO:0050794**. Regulation of cellular process	1.1E-2	8.7E-5	29 (20.6%)	2774 (36.1%)	***bnc1*** *,* ***ihh*** *,* ***agrp2*** *,* ***rab6a*** *,* ***thbs1*** *,* ***c-fosla*** *, psmd3,* ***q2laq1*** *,* ***amh*** *, ect2, cad, trip13,* ***camk2d*** *, ndc80, rad9b,* ***stat3*** *,* ***cry2*** *,* ***sdf1a*** *, ppef1, depdc1b, crabp1, isg20l2, lbr, ap2s1,* ***cyp26a1*** *,* ***fkbp8*** *, tfrc,* ***adamts1*** *,* ***tgfbr1***
Molecular function					
**GO:0043169**. Cation binding	2.4E-3	1.4E-5	8 (5.7%)	1434 (18.7%)	***ihh*** *,* ***mgp*** *,* ***thbs1*** *, cad,* ***tppp3*** *, ppef1,* ***slc25a25*** *,* ***anxa2***
**GO:0043167**. Ion binding	2.4E-3	1.5E-5	8 (5.7%)	1443 (18.8%)	***ihh*** *,* ***mgp*** *,* ***thbs1*** *, cad,* ***tppp3*** *, ppef1,* ***slc25a25*** *,* ***anxa2***
**GO:0046872**. Metal ion binding	3.2E-3	2.1E-5	8 (5.7%)	1414 (18.4%)	***ihh*** *,* ***mgp*** *,* ***thbs1*** *, cad,* ***tppp3*** *, ppef1,* ***slc25a25*** *,* ***anxa2***
Cellular component					
**GO:0005634**. Nucleus	4.8E-2	4.7E-4	55 (39.0%)	2002 (26.1%)	***bnc1*** *, apeh, uhrf2, dmc1,* ***ihh*** *, ccnd2, cacybp, cenpi,* ***jmy*** *,* ***c-fosla*** *, chaf1b, pcna,* ***trhb*** *,* ***sh3bgrl3*** *, rbbp4, syce1, sycp2, pold3,* ***camk2d*** *, rfc3, ndc80, aspm,* ***lox*** *, srsf7, rad9b, eed,* ***stat3*** *,* ***cry2*** *, smarcc2, asf1b,* ***smox*** *, aurkb, shmt1, cpsf3, lbr, psmb7, b9d2, bub3,* ***gfi1*** *, fen1, ass1, ppef1, u2af35, cenph, chrac1, slbp, nup37, cenpf, mad2l1bp, ccne2, trip13, isg20l2, ruvbl2, mcm3, cdc28*
**GO:0005694**. Chromosome	3.9E-7	6.0E-10	25 (17.7%)	302 (3.9%)	*uhrf2, dmc1, nsl1, kif2c, cenpi, pcna, ncapg, rbbp4, syce1, pold3, rfc3, ndc80, rad9b, eed, asf1b, aurkb, bub3, u2af35, spc25, nup37, mad2l1bp, ruvbl2, mcm3, nsmce2, cenpf*
**GO:0000228**. Nuclear chromosome	3.5E-4	1.6E-6	11 (7.8%)	89 (1.1%)	*dmc1, pcna, rbbp4, syce1, pold3, ndc80, rad9b, eed, aurkb, ruvbl2, mcm3*
**GO:0016020**. Membrane	2.0E-7	2.7E-10	14 (9.9%)	2545 (33.1%)	***bnc1*** *,* ***ihh*** *,* ***thbs1*** *,* ***dsg2*** *, cad,* ***camk2d*** *,* ***slco2a1*** *, ppef1, rims1, ap2s1, tfrc,* ***tgfbr1*** *,* ***nt5e*** *,* ***synpo***

Genes in bold type correspond to downregulated genes in the microarray whereas up regulated genes appear in normal type

**Table 2:** Affected KEGG pathways at the onset of European sea bass puberty

Pathway name	Genes involved
Metabolic pathways	
- Nucleotide metabolism	*nme3, pold3, cad, tyms,* ***nt5e*** *, dtymk*
- Retinol metabolism	***cyp26a1***
- Lipid metabolism	***pnpla2*** *, gpd1,* ***agrp2*** *, ptges*
- Amino acid metabolism	*odc1, pycr2,* ***smox*** *, ass1, cad, shmt1,* ***pah***
Cellular processes	
- Cell cycle	*bub3, mcm3, pcna, ttk, ccnd2, mad2l1bp, cdc28, aurkb, ndc80, spc25*
- Meiosis	*mcm3, cdc28, dmc1, mad2l2, sycp2, syce1, cenph, cenpi, cenpf, ndc80, spc25*
- DNA replication and repair	*mcm3, pold3, fen1, pcna, rfc3*
- Focal adhesion	***actb*** *, ccnd2,* ***thbs1***
Genetic information processing	
- FoxO signalling pathway	***tgfbr1*** *,* ***stat3*** *, plk4, ccnd2*
- Hippo signalling pathway	***amh*** *,* ***tgfbr1*** *, ccnd2,* ***actb***
- Jak-STAT signalling pathway	***stat3*** *,* ***socs3*** *, ccnd2*
- TGF beta signalling pathway	***amh*** *,* ***tgfbr1*** *,* ***thbs1***
- MAPK signalling pathway	*gpd1, cdc28,* ***tgfbr1***
- TNF signalling pathway	***socs3***
- Toll-like receptor signalling pathway	*ctsk*
- Wnt signalling pathway	*cacybp, ccnd2*
- PI3K-Akt signalling pathway	*ccnd2,* ***thbs1***
- cAMP signalling pathway	*adcyap1,* ***amh***
- Hedgehog signalling pathway	*ccnd2, ihh*
- Rap1 signalling pathway	*actb, thbs1*
Endocrine system	
- Prolactin signalling pathway	***stat3*** *,* ***socs3*** *, ccnd2*
- Renin secretion	***aqp1***
- Thyroid hormone signalling pathway	***actb***

Downregulated genes appear in bold type whereas upregulated genes appear in normal type

### Microarray validations

For qPCR validations of the microarray results, several DEGs representing different categories of interest were selected according to their relevance in reproduction. All of them were cloned and sequenced to confirm their identity. The relative differential expression was assessed for 14 transcripts. Six of them (*pcna*, *cenpi*, *spc25*, *cenpf*, *trip13*, *cdc28*), were included in a group of genes with special relevance in cell proliferation and cell cycle progression (Fig. 4a). 

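On the arrays, all 6 genes were higher in stage II testes in each of the 9 pairs of a stage I and a stage II pool. Values are log2 signals relative to the 75th percentile of the array. The level of *pcna* (SeabassC-CL217Contig1) was 1.84 ± 0.17 (SD, n = 3 pools) in stage I and 3.34 ± 0.29 (SD, n = 3) in stage II, a log2 fold change of 1.51 (standard error 0.16, adjusted *p* = 0.00145 from limma). Within the slides it was 1.31 and 1.29, where each value sets 3 pools of a stage against a single array of pool 3 of the other stage. The log2 fold change was 2.36 for *cdc28* (SeabassC-CL1073Contig1; standard error 0.13, adjusted *p* = 0.000731 from limma), the largest of the 6. The changes of *spc25* (1.88), *trip13* (1.83) and *cenpf* (1.79) had adjusted *p* values of 0.000811, 0.000811 and 0.0013. For *cenpi* (cDN29P0004N21.F.ab1) the log2 fold change was 0.87 (standard error 0.12, adjusted *p* = 0.00214 from limma), under the limit of 1 that a fold change of 2 sets. All probes of *cenpi* were well above background on 3 of the 4 stage II arrays. With the slide as a term the log2 fold changes of the 6 genes were between 0.85 and 2.33. The alternative that changed most calls among the named genes was normexp background correction, under which *pcna* and *cdc28* passed both limits and *cenpf*, *spc25* and *trip13* did not. That alternative also started from the median signal in place of the detrended intensities and added an offset of 50.

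**Figure D3:**
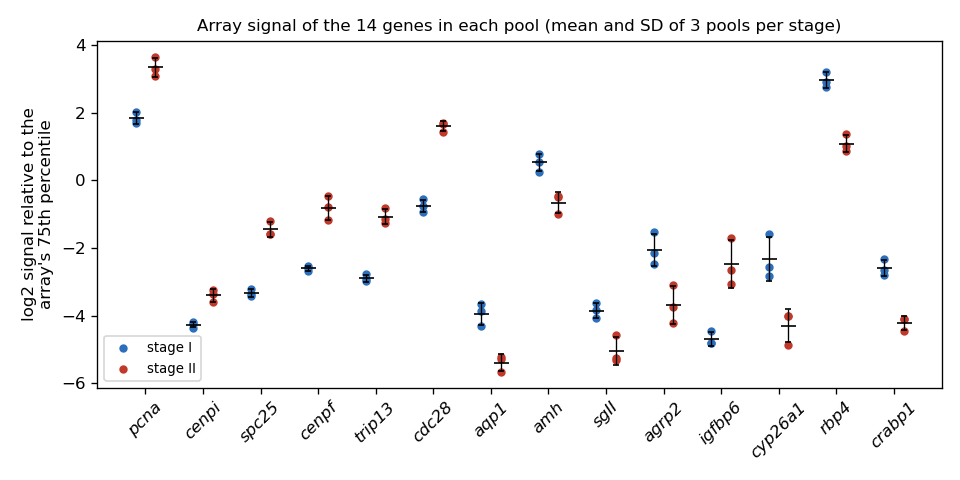
Log2 signal relative to the 75th percentile of the array in stage I and stage II testes for the 14 genes studied by qPCR, as the values of single pools with the mean and SD of 3 pools per stage. The pools of the stages do not overlap for any of the 14 genes, of which 7 are higher and 7 lower in stage II.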

Five transcripts (*aqp1*, *amh*, *sgII*, *agrp2, igfbp6*) were included in the group of genes with relevance in reproduction and growth (Fig. 4b). 

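Among these genes, *aqp1*, *amh*, *sgII* and *agrp2* were lower in stage II testes and *igfbp6* was higher, in each of the 9 pairs of pools. All 5 had a fold change over 2 and an adjusted *p* under 0.01 with every pool included. None of them passed both limits in all 6 fits that left out a single pool. The calls held in 4 of 6 such fits for *aqp1* and *amh*, in 3 for *igfbp6* and in 1 for *sgII* and *agrp2*. These fits have fewer pools to estimate the spread, so a lost call alone does not show dependence on the pool left out.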

The remaining three transcripts (*cyp26a1*, *rbp4*, *crabp1*) were located in the group of genes involved in the RA-signalling pathway (Fig. 4c). In addition, and due to their prominent role in that pathway, the expression of three more transcripts, corresponding to RA-nuclear receptors (*rarα*, *rxrα* and *pparγ*) was studied in stage I and stage II testis (Fig. 4c). 

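The array values of all 3 genes were lower in stage II testes in each of the 9 pairs of pools. The signal of *rbp4* was 2.97 ± 0.23 (SD, n = 3 pools) in stage I and 1.08 ± 0.25 (SD, n = 3) in stage II on the log2 scale relative to the 75th percentile. The stage II signals of *crabp1* and *cyp26a1* were -4.21 ± 0.21 and -4.29 ± 0.50 (SD, n = 3 pools). Both genes had all probes well above background on 3 of the 4 stage II arrays.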

The stage-specific expression levels were normalized to those of the constitutively expressed *18S rRNA* gene in each sample. The qPCR results were consistent and showed a good correlation with those of the microarray data (Fig. 5). It is worth mentioning that in a number of genes, the microarray results exhibited lower differences between the two developmental stages than those found from the qPCR, indicating that this particular microarray may represent an underestimate of the extent of differential expression during European sea bass spermatogenesis (Additional file 6).

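Across the 14 genes, the log2 fold changes computed from the arrays and the paper's qPCR fold changes had a Pearson's r of 0.94 (permutation *p* = 3e-05) and a Spearman's rho of 0.84 (permutation *p* = 0.00027), both two-sided. The relation is across genes, and genes are not independent replicates. Without *cdc28* and *igfbp6*, the 2 genes farthest from the median of the array values, r was 0.95. The genes form an upregulated and a downregulated cluster of 7 each. Within the 7 upregulated genes r was 0.64 (exact permutation *p* = 0.132) and rho 0.11 (exact permutation *p* = 0.84). Within the 7 downregulated genes r was 0.63 (exact permutation *p* = 0.124) and rho 0.61 (exact permutation *p* = 0.167). The relation within a cluster was thus not distinguishable from no relation with 7 genes. Over the 5 relations computed, the Benjamini-Hochberg adjusted *p* of r was 7.5e-05 for all 14 genes and 0.132 within either cluster. The paper states from its own values that qPCR and microarray were well correlated.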

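The log2 change on the arrays was smaller in size than that of the paper's qPCR for 10 of the 14 genes. These were the 7 downregulated genes and 3 of the others, *pcna*, *cenpf* and *cenpi*. Of the downregulated genes, *amh* and *rbp4* had all probes well above background on the 4 stage II arrays. For *cyp26a1*, *crabp1* and *agrp2* this held on 3 and for *sgII* and *aqp1* on 1 of these arrays. The background may thus limit the size of their decrease on the array, which is not an exact value to set against qPCR. With only probes well above background on every array, the log2 fold change was -1.92 for *cyp26a1* and -1.60 for *agrp2*. With the main filter it was -1.96 and -1.63. The stricter filter leaves out probes because they fell toward the background, so these close values cannot exclude such a limit. For *crabp1*, *sgII* and *aqp1* no probe was well above background on every array. The largest gap among the downregulated genes was that of *rbp4*, with the paper's qPCR value at -3.46. The paper's qPCR log2 value is -0.97 for *cenpi*, opposite in direction to the array, and 0.76 for *igfbp6*, smaller than on the array. The paper's table gives both genes as unchanged by qPCR.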

**Fig. 4:**
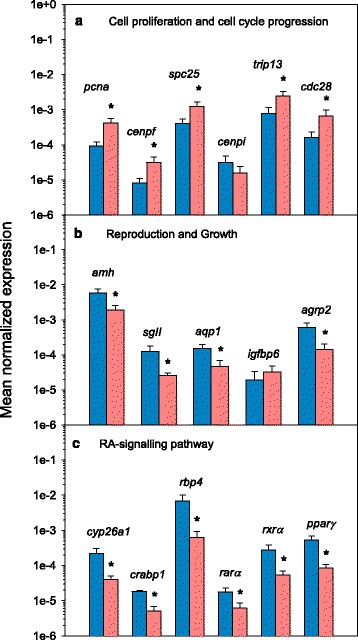
qPCR results for genes differentially expressed in the microarray during the onset of puberty in the European sea bass. Genes were selected according to their relevance in different reproductive events. **a** Genes involved in cell proliferation and cell cycle progression; proliferating cell nuclear antigen (*pcna*), centromere protein I (*cenpi*), spindle pole body component 25 (*spc25*), centromere protein f (*cenpf*), thyroid hormone receptor interactor 13 (*trip13*), and cdc28 protein kinase (*cdc28*). **b** Genes involved in reproduction and growth; antimüllerian hormone (*amh*), aquaporin 1 (*aqp1*), secretogranin II (*sgII*), agouti-related protein 2 (*agrp2*), insulin-like growth factor binding protein 6 (*igfbp6*). **c** Genes involved in the RA signalling pathway: RA-metabolizing enzyme cytochrome P450 26a1 (*cyp26a1*), retinol binding protein 4 (*rbp4*), RA-binding protein (*crabp1*). This group also includes three RA-nuclear receptors, RA receptor alpha (*rarα*), retinoid X receptor alpha (*rxrα*), peroxisome proliferator-activated receptor gamma (*pparγ*) due to their relevance in this pathway. The stage-specific expression levels were normalized to those of the constitutively expressed *18S rRNA* gene in each sample. Expression data are shown as mean normalized expression + SEM. Y-axis is represented in logarithmic scale for easier visualization. For each gene, bars on the left (*blue*) correspond to stage I testes and bars on the right (*red*) to stage II testes

**Fig. 5:**
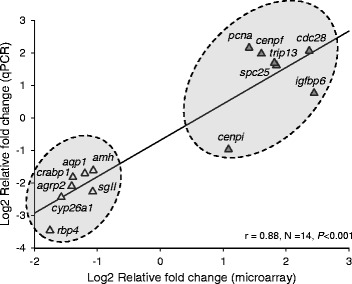
Correlation between microarray and qPCR results. Fold change (FC) induction values of the different gene transcripts are plotted as log2 values of the relative fold change. The X-axis represent microarray data whereas the Y axis corresponds to qPCR data. The regression line and the corresponding r coefficient are also represented. For gene symbols and complete gene names see caption of Fig. 4

### Molecular cloning of European sea bass *cyp26a1* and phylogenetic analysis

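The array target of *cyp26a1* (cDN32P0004N12.F.ab1) had a log2 fold change of -1.96 between stage II and stage I testes (standard error 0.37, adjusted *p* = 0.00648 from limma). The 9 pairs of a stage I and a stage II pool gave values from -3.28 to -1.17. The SD between pools was 0.66 in stage I (n = 3 pools), larger than in stage II. Within the slides the log2 fold change was -1.65 and -2.68, each against a single array of pool 3 of the other stage. For the larger fall this was stage I pool 3, the stage I pool with the highest signal. Leaving out single pools kept the log2 fold change between -2.21 and -1.59, but the adjusted *p* rose above 0.01 in each of these 6 fits. Such fits have fewer pools to estimate the spread, and without stage I pool 1 the call was lost although the fold change was larger.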

Among the DEGs found in the microarray we focused on *cyp26a1* due to its prominent role in the RA signalling pathway by maintaining the homeostasis of intracellular RA levels [50] and because RA is known to be essential for the onset of meiosis in several vertebrates [51–54]. The cDNA isolated for European sea bass *cyp26a1* contained an ORF 1178 bp long, was flanked by a 500 bp 3’UTR region and was deposited in the GenBank under the accession number KJ187657. The deduced amino acid sequence encodes a protein 488 amino acid long with a theoretical PI of 9.04 and a calculated molecular weight of 55.495 kDa. A Genbank search resulted in the identification of several full-length sequences for Cyp26 proteins in teleosts and tetrapods, including amphibians, reptiles, birds and mammals. The phylogenetic analysis showed that the European sea bass protein was evolutionarily closer to CYP26A1 proteins, while it was more distant from other CYP26B1 and CYP26C1 proteins (Fig. 6 and Additional file 7 for accession numbers). The consensus tree had three main branches, one containing all A1 sequences, another one including B1 sequences and the remaining with C1 sequences. Sea bass sequence clustered together in the A1 group further supporting its identity. Comparisons of the deduced amino acid sequence with other full-length Cyp26a1 in different fish revealed that the highest homology was shared with stickleback (94.4%) and the lowest with zebrafish (82.4%). These slight differences among fish support that Cyp26a1 in teleosts is quite highly conserved. A study of the 5′ flanking sequence (1500 bp upstream of the first ATG) of the *cyp26a1* gene showed the presence of binding sites for different transcription factors among which it is worth mentioning RA-nuclear receptors (Rxr, Rar, and Ppar), steroid receptors, and several elements involved in cell cycle regulation (Additional file 8).

**Fig. 6:**
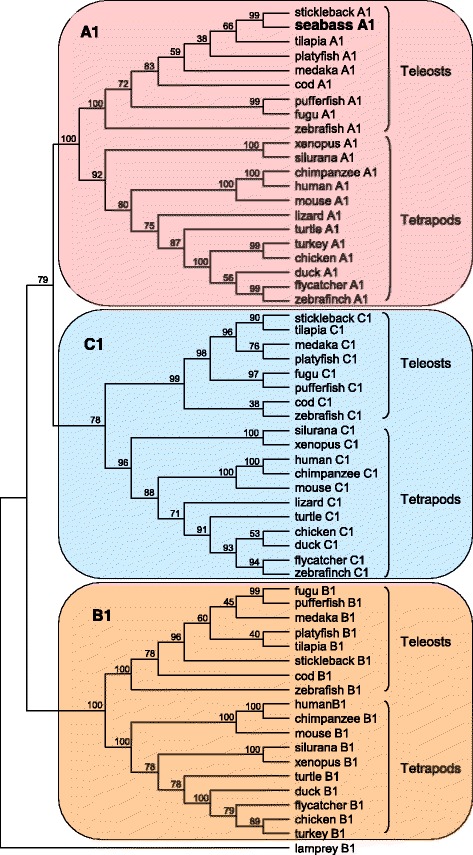
Phylogenetic tree of Cyp26 family proteins. The tree was constructed using the Neighbor-Joining method. The bootstrap consensus tree inferred from 1000 replicates is taken to represent the evolutionary history of the taxa analysed. The percentage of times each branching was obtained out of the 1000 bootstraps is shown next to the nodes. The evolutionary distances were computed using the Poisson correction method. All positions containing alignment gaps and missing data were eliminated in pairwise sequence comparisons (pairwise deletion option). Phylogenetic analyses were conducted in MEGA4 [49]. A cyp26b1-like isoform from lamprey was used as outgroup to root the tree. GenBank/Ensembl accession numbers of the sequences used to generate the tree appear listed in Additional file 7

### Tissue specific expression

The expression of the selected DEGs and the three extra genes in different tissues was assessed by conventional PCR (Fig. 7). Among the cell proliferation genes, *pcna* and *spc25* were ubiquitously expressed whereas *cenpi* expression was mainly restricted to gonads, with highest levels in ovary. Regarding the genes involved in reproduction and growth, *aqp1* was expressed at similar levels in all the tissues studied. *sgII* expression was found in all tissues but with higher levels in pituitary, cerebellum, kidney and testis. The expression of *amh* was highest in gonads and undetectable in telencephalon and pituitary whereas *igfbp6* expression was restricted to the gills, liver, testis and gut. Finally, the genes involved in RA-signalling pathway were expressed at similar levels in all tissues except *cyp26a1* that showed highest expression in gonads and *crabp1* that was mostly expressed in head kidney and at lower levels in dorsal kidney, gills and testis.

**Fig. 7:**
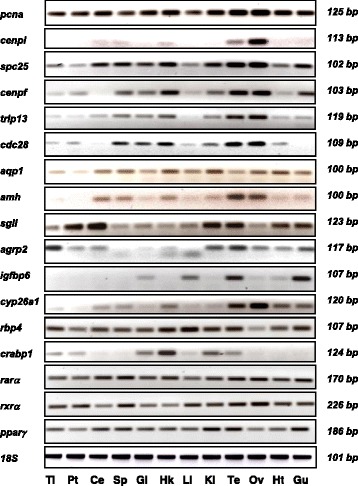
Tissue distribution of European sea bass transcripts involved in different biological processes during sea bass early puberty. Biological processes include: cell proliferation and cell cycle progression (*pcna*, *cenpi*, *spc25*, *cenpf*, *trip13*, and *cdc28*); reproduction (*aqp1*, *amh*, *sgII*, *agrp2*, and *igfbp6*; RA signalling pathway (*cyp26a1*, *rbp4*, *crabp1*, *rarα*, *rxrα*, and *pparγ*). The expression was detected by RT-PCR in different tissues including telencephalon (Tl), pituitary (Pt), cerebellum (Ce), spleen (Sp), gills (Gi), head kidney (Hk), liver (Li), posterior kidney (Ki), testis (Te), ovary (Ov), heart (Ht), and gut (Gu). 18S ribosomal RNA (*r18S*) was used as a positive internal control to check for the integrity of the cDNA template. For complete gene names see caption of Fig. 4

## Discussion

The present study contributed to identify differences in gene expression during the early stages of pubertal development in European sea bass males using a custom-made microarray. However, and despite the fact that the differences observed at the transcriptome and the steroid level are related to puberty (first successful reproduction), it is possible that similar changes could be found in successive reproductive seasons since they mark the transition between quiescence and the start of gametogenesis. The use of long oligo-based microarrays has been shown to have a higher sensitivity for detection but a lower specificity [55] and therefore could have a reduced ability to discriminate between similar transcripts produced by the same locus, paralogs or similar members of large gene families. To circumvent this problem, we cloned the full-length sequence of several selected DEGs and then validated the results with qPCR obtaining a good correlation between both methods. In addition, the study revealed the complete sequences of some transcripts for the first time in the European sea bass, adding contrasted information to the microarray that was based on EST sequences. However, for other DEGs that were not annotated in the microarray, we could not find any match to reveal their identities in any of the databases searched including Genebank, Ensembl, and Uniprot. The different stages of spermatogenesis (stage I and stage II) used for the study were classified by histology and their corresponding 11KT levels were further confirmed by EIA, demonstrating that the increase of circulating 11KT marks the initiation of pubertal development. A similar result was found in other teleosts including eel [56], goldfish [57], zebrafish [16] or trout [58] and 11KT measured from the mucus of carps was suitable to differentiate males from females [59, 60]. However, no correlation between 11KT and gonad developmental stage in either male or female carp could be found [59]. Our results open the possibility to explore the use of 11KT as a non-lethal marker for the onset of puberty in this species helping to manage the fish farms stocks to separate precocious from non-precocious European sea bass males.

The transcriptome response revealed that cell proliferation, cell cycle and meiosis progression were pathways preferentially affected during the onset of male puberty. 

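The largest log2 fold changes, among targets well above background on every array, included 2.58 for cDN30P0002D11.F.ab1, 2.57 for *kif2c* and 2.43 for cDN22P0004C21.F.ab1 in the direction of stage II. The standard errors were 0.16, 0.22 and 0.25, with adjusted *p* values of 0.000811, 0.000948 and 0.0014 from limma. In the other direction, cDN30P0005A18.F.ab1 fell by 2.51 and *mgp* fell by 2.03 on the log2 scale, with standard errors of 0.26 and 0.08 and adjusted *p* values of 0.00142 and 0.000699. The same direction in all 9 pairs of pools was a condition for choosing these targets. All of them passed both limits in all 6 fits that left out a pool. After normexp background correction *kif2c* no longer passed both limits, and the others did. A smaller fall among the largest changes, that of cDN28P0003H11.F.ab1 (log2 fold change -1.87), passed both limits in only 2 of these 6 fits. The paper concludes that proliferation, cell cycle and meiosis were the pathways mainly affected at the onset of puberty. Its evidence includes the differential expression in stage II, its GO enrichment and the pathways of its Table 2.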

The spindle assembly checkpoint (SAC) is a control mechanism of dividing cells that ensures the correct segregation of chromosomes by blocking cell cycle progression until kinetochores are properly connected to the spindle [61]. 

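Transcripts of the spindle checkpoint and the kinetochore were measured by 3 probes each. In stage II over stage I testes, *ttk* (cDN23P0006O10.F.ab1) had a log2 fold change of 1.41 (standard error 0.08, adjusted *p* = 0.000731 from limma), *aurkb* one of 1.59 (standard error 0.14) and *ndc80* one of 1.15 (standard error 0.13). Without stage I pool 2, *ndc80* no longer passed both limits. After normexp background correction, which also left out the detrending within arrays, the log2 fold changes of *ttk*, *aurkb* and *ndc80* were 0.67, 1.23 and 0.77. None of them passed both limits. The log2 fold changes of *bub3* (0.99, standard error 0.09, adjusted *p* = 0.00103) and *mad2l1bp* (0.97, standard error 0.10, adjusted *p* = 0.00141) were just under the limit of 1. With the median of each array in place of the 75th percentile, both passed it. All 9 pairs of pools had the same direction for each of these genes.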

In our study, several genes coding for SAC proteins (*bub3*) and SAC protein regulators (*mad2l1bp* and *ttk*), were upregulated in stage II testes as well as other important kinetochore-associated transcripts such as *ndc80*, *spc25*, *aurkb* and *cdc28* (Additional file 2). *ndc80* and *spc25* code for essential proteins of the Ndc80 complex, needed for SAC activity [62] while *aurkb* (aurora kinase b) controls kinetochore orientation during meiosis [63]. Defects in *cdc28* function result in delays in the exit from mitosis and in meiosis impairment among others [64]. 

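The centromere protein transcript *cenph* (SeabassC-CL995Contig1) had a log2 signal of 0.39 ± 0.07 (SD, n = 3 pools) in stage I and 1.57 ± 0.12 (SD, n = 3) in stage II testes. Its log2 fold change was 1.18 (standard error 0.09, adjusted *p* = 0.000872 from limma) and stayed between 1.11 and 1.22 when single pools were left out. For *cenpf* the range was from 1.62 to 1.98. For *cenpi* it was from 0.79 to 0.97. The change of *cenpi* passed a fold change of 2 after quantile normalization, with the median of each array as scaling and with the deposited unscaled values. After normexp background correction its log2 fold change was 0.14 (standard error 0.48).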

Transcripts coding for centromere proteins like *cenph*, *cenpi* or *cenpf*, were also upregulated. In the case of *cenpi*, in addition to its role in centromere formation, it is involved in the response of gonadal tissues to Fsh [65]. The upregulation of *cenpi* in stage II coincides with the initiation of the gradual increase in Fsh plasma levels in European sea bass during early spermatogenesis [1, 33]. This is in line with the role of Fsh inducing germ cell proliferation and marks the onset of spermatogenesis through the activation of spermatogenesis-related genes [34]. 

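The array gave log2 fold changes of 1.31 for *sycp2* (standard error 0.14, adjusted *p* = 0.0014 from limma) and 1.83 for *syce1* (standard error 0.19, adjusted *p* = 0.00138 from limma) between stage II and stage I testes. Both were higher in all 9 pairs of pools, by at least 0.94 and 1.25. Within the slides the values were 1.05 and 1.44 for *sycp2* and 1.49 and 1.92 for *syce1*. For *trip13* they were 1.71 and 1.56.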

Several transcripts like *sycp2* and *syce1*, coding for proteins of the synaptonemal complex and *trip13*, required for the completion of meiosis [66], were upregulated in stage II testes. Moreover, *pcna*, essential for DNA replication and a molecular marker of dividing cells [67], also increased during the onset of spermatogenesis in agreement with the active mitosis of spermatogonia typical of this period [18]. The role of *pcna* in the proliferation of germ cells has been described in several teleosts and is currently used in a number of fish species as a marker of spermatogenesis progression [2]. All these results are supported by the analysis of affected biological pathways (Table 2) that showed higher expression of genes involved in cellular processes, particularly those involved in cell cycle, meiosis and DNA replication and repair. In addition, several signalling pathways involved in testicular development such as Wnt, MAPK, hedgehog and TGF beta signalling pathways [68] were altered during early puberty in European sea bass. Altogether, the upregulation of the above mentioned genes is indicative of an active period of mitosis, reflect the need for a tight control of the correct division of the cells, and constitutes an indicator for the progression of meiosis typical of this stage.

A second group of DEGs includes those implicated in reproduction and growth. *Amh* is involved in gonadal development and steroidogenesis in vertebrates and induces the regression of müllerian ducts in mammals during male embryogenesis [69]. Although fish do not have müllerian ducts, *amh* homologues have been identified in several teleosts [70], suggesting evolutionary conserved functions for this gene. The role of Amh as a meiosis inhibiting factor was first shown in eels [71] and recently in zebrafish [16], induced by the increase of circulating 11KT that blocked *amh* expression facilitating spermatogenesis completion. In teleosts, *amh* has a key role in early testicular maturation with highest levels in pre-spermatogenic testis and lowest during spawning [72]. In European sea bass, administration of recombinant Fsh induced spermatogonial proliferation and differentiation into spermatocytes, due to the increase of 11KT levels and the concomitant suppression of *amh* expression [34]. Moreover, *amh* mRNA and protein expression was detected in Sertoli cells of prepubertal European sea bass, and the signal decreased during spermatogenesis [73]. Our results showed a decrease of *amh* levels during early spermatogenesis in agreement with its role as an inhibitor of spermatogenesis progression. This is supported by the increase of *pcna*, *cenpi* and 11KT levels in the same testicular stage. Likewise, a downregulation of *amh* during the reproductive cycle has been found in the testicular transcriptome of rainbow trout [12] and in precocious Atlantic salmon [74], further demonstrating that the inhibitory effect of Amh of the onset of puberty can be extended to all fish species so far studied. In addition, the study of the biological pathways affected during the onset of puberty, also show the importance of *amh* in several signalling pathways including those of TGF beta, hippo and cAMP [68]. 

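The log2 signal of *amh* (cDN33P0004N05.F.ab1) was 0.53 ± 0.26 (SD, n = 3 pools) in stage I and -0.66 ± 0.30 (SD, n = 3) in stage II testes. The log2 fold change was -1.19 (standard error 0.19, adjusted *p* = 0.00364 from limma), and -1.12 with the slide as a term. Without stage I pool 2 or stage I pool 3, *amh* did not pass both limits.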

Few studies are available for *sgII* in fish, apart from those in goldfish [75–77]. SgII is widely distributed in secretory granules of neurons and endocrine cells [78] and is the precursor of secretoneurin, a bioactive neuropeptide capable to induce Lh secretion [75, 77]. 

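In stage II over stage I testes *sgII* (SeabassC-CL821Contig1) had a log2 fold change of -1.19 (standard error 0.22, adjusted *p* = 0.00593 from limma). Its signal in stage I and stage II was -3.85 ± 0.23 and -5.04 ± 0.41 (SD, n = 3 pools) on the log2 scale relative to the 75th percentile. All 3 probes were well above background on the 4 stage I arrays and on 1 of the 4 stage II arrays. Of the fits without a single pool, only that without stage II pool 1 passed both limits.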

Our results show low *sgII* expression by the onset of spermatogenesis, in agreement with the low Lh levels found at this stage in the European sea bass [1, 30]. It would be very interesting to determine whether *sgII,* and therefore secretoneurin, also increase during later stages of spermatogenesis, coinciding with the surge of Lh, to experimentally test this hypothesis. Pioneering studies in sea bream point at the relevance of aquaporin 1 (aqp1) in fish reproduction due to its role in water intake during oocyte hydration prior to spawning [79] and in the activation of sperm motility during the last stages of spermatogenesis [80, 81]. Our results show low *aqp1* levels during early spermatogenesis, in agreement with its prominent role in sperm maturation during the last stages of spermatogenesis. 

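The 4 probes of *aqp1* (cDN25P0004K23.F.ab1) were all well above background on the 4 stage I arrays and on 1 of the 4 stage II arrays. The log2 fold change was -1.44 (standard error 0.20, adjusted *p* = 0.00235 from limma), with values from -2.00 to -0.89 over the 9 pairs of pools. Without stage I pool 1 or stage I pool 2 it did not pass both limits.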

Agrp2 (agouti-related protein 2) is an orexigenic peptide with a key role in the regulation of energy balance in mammals [82] and fish [83]. In this regard, our study shows that the lipid metabolism pathway where *agrp2* was included was affected during the early stages of pubertal development further supporting its role in energy balance. A direct link between leptin, the most powerful orexigenic neuropeptide in fish [84], and the AGRP system has been suggested in European sea bass males [8]. Moreover, abundant *Agrp* expression was found in mouse pachytene-spermatocytes and immunohistochemistry revealed that Agrp co-localized with Scp3, a meiotic-specific protein of the synaptonemal complex [85]. Although *agrp2* has been characterized in European sea bass testis [86], this is the first time its involvement in spermatogenesis is suggested, possibly due to the specific energy requirements during spermatogenesis and the decrease in food intake. This is in agreement with the downregulation of *agrp2* in European sea bass brain after long-term fasting [86] and its decrease in testis during early spermatogenesis (present study), and link the appetite and growth system with reproduction [87]. Moreover, a transcriptomic study of trout testis revealed that Fsh administration induced the increase of *igfbp6* [88]. This strong Fsh-induced upregulation was present during early spermatogenesis, including germ cell proliferation and meiosis, and was associated to the effect of the Igf-signalling pathway on spermatogenesis progression [89]. 

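In the testis pools *agrp2* (SeabassC-CL2140Contig1) had a log2 fold change of -1.63 (standard error 0.34, adjusted *p* = 0.00854 from limma) between stage II and stage I. The SD between pools was 0.48 in stage I and 0.56 in stage II (n = 3 pools), and pairs of pools differed by values from -2.69 to -0.62. Its probes were well above background on 3 of the 4 stage II arrays. Leaving out single pools gave log2 fold changes from -1.93 to -1.37, and only the fit without stage II pool 2 passed both limits.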

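The log2 fold change of *igfbp6* (cDN32P0003M22.F.ab1) was 2.21 between stage II and stage I testes (standard error 0.33, adjusted *p* = 0.00301 from limma). It was measured by 1 of its 3 probes, as the other two were not well above background on every array of a stage. The stage II pools varied widely, with an SD of 0.70 against 0.20 in stage I (n = 3 pools), and the 9 pairs of pools gave values from 1.38 to 3.11. Without any single stage I pool, *igfbp6* did not pass both limits.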

Our results also show a clear upregulation of *igfbp6*, coinciding with the first stages of pubertal development and the increase of 11KT plasma levels.

The last group of DEGs is associated with the RA-signalling pathway. RA has been proposed as a meiosis inducing factor in tetrapods including mammals [51], birds [52], amphibians [53] and fish [4, 5, 54, 90]. Two transcripts coding for binding proteins, one in charge of retinol transport (*rbp4*) through the blood stream and another one (*crabp1*) in charge of the translocation of RA to the nucleus of the target cells [91] were differentially expressed in European sea bass transcriptome. In addition, *cyp26a1*, responsible for the degradation of intracellular RA and essential for the maintenance of RA homeostasis [50], was affected. The decrease of *cyp26a1* in stage II is associated with a decrease in the translocation and transport of RA brought about by the downregulation of *rbp4* and *crabp1*, in order to maintain the homeostasis of RA that otherwise, and at high levels can be toxic for the cell [92]. In addition, retinol metabolism was one of the affected metabolic pathways found in the present study. It seems thus plausible that in European sea bass, the suppression of RA degradation and the concomitant increase in the availability of RA could be partially responsible for triggering the onset of meiosis. 

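The log2 fold change was -1.89 for *rbp4* (SeabassC-CL261Contig1; standard error 0.17, adjusted *p* = 0.000979 from limma) and -1.62 for *crabp1* (cDN30P0002C04.F.ab1; standard error 0.16, adjusted *p* = 0.00128 from limma). Both passed the limits on fold change and adjusted *p* in all 6 fits that left out a pool, unlike *cyp26a1*, which passed them in 0 of 6. Within the slides, *rbp4* changed by -2.04 and -1.67 and *crabp1* by -1.47 and -1.42. After normexp background correction neither *rbp4* nor *crabp1* passed both limits. The paper reads the lower *cyp26a1* as tied to less transport and translocation of RA through *rbp4* and *crabp1*.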

In zebrafish testes, *cyp26a1* was expressed in germ cells entering meiosis, while in females, a downregulation was found in oocytes during meiosis resumption [54]. Likewise, in medaka, RA was found to act directly on Sertoli cells, Leydig cells, and pre-meiotic germ cells with a decrease of *cyp26a1* expression by the time of meiosis resumption, whereas in ovaries, RA-transcriptional activity is highest in meiotic oocytes [5]. In addition, in vivo Fsh-injection to pre-spermatogenic zebrafish males induced the onset of spermatogenesis and resulted in changes of several enzymes involved in the RA-signalling pathway, including a decrease in *cyp26a1* expression, although no effect was found after ex vivo culture of pre-spermatogenic testes with Fsh [17]. Moreover, the administration of an inhibitor of RA synthesis in combination with a deficient diet of vitamin A (a precursor of RA) to adult zebrafish also induced a downregulation of *cyp26a1*, most likely to increase intracellular RA levels, although spermatogenesis was still disrupted, and fertility compromised [93]. The above mentioned studies suggest that a decrease in *cyp26* expression is associated with the onset of spermatogenesis and the initiation of meiosis and prompted us to clone and obtain the full length of its cDNA. The alignment of the deduced protein sequence with other Cyp26 proteins available from other vertebrates confirmed its identity as Cyp26a1 revealing slight differences in homology among teleosts, further supporting their high conservation due to its pivotal role controlling RA levels. The tree shows the presence of a common ancestor cyp26 protein, strengthening the hypothesis of an independent functionalization of its coding gene prior to the two rounds of genome duplication in vertebrates [54]. Moreover, the study of the promoter showed the presence of binding sites for cell cycle regulators and for RA nuclear receptors including Ppar, Rxr and Rar, and also DR1 and DR5 sites (RA-responsive elements) indicating the role of RA, via the interaction with its nuclear receptors, in the regulation of *cyp26a1* transcription in the European sea bass. A similar result has been shown for the *cyp26a1* promoter in zebrafish [94, 95] and medaka [5], although the development of functional studies is clearly needed to confirm the capability of RA to induce the regulation of *cyp26a1* in the European sea bass. To gain more insight on the importance of the RA-signalling pathway in meiosis we studied the expression of several nuclear receptors involved in RA binding including *rarα*, *raxrα*, and *pparγ*. The receptors appeared ubiquitously expressed and at similar levels in all the tissues studied, reflecting the general actions and the importance of RA in numerous biological processes throughout evolution [96] and its involvement in the proliferation and differentiation of many cell types [97].

## Conclusion

To the best of our knowledge, this is the first transcriptomic study focussed on the early stages of puberty, and aimed at the identification of molecular and endocrine signals triggering the start of the initial spermatogenic wave in European sea bass. Increases in androgen plasma levels, particularly 11KT, mark the transition between testicular stage I and stage II. This opens the possibility to explore the use of 11KT in the management of European sea bass stocks in aquaculture farms to separate precocious from non-precocious males. The study improved the annotation of different genes of the microarray and helped to increase the knowledge of several mechanisms and biological pathways involved in early stages of puberty. Altogether, the study shows that the onset of spermatogenesis is characterized by the activation of genes involved in cell cycle progression and division including mitosis and meiosis. The differential expression of several components of the RA-signalling pathway suggests their important role in the onset of meiosis. This work lays the foundation for an in-depth study of the RA-signalling signalling pathway and its role in the onset of meiosis in fish. A future increase in the sequencing of the European sea bass gonad transcriptome and the use of RNA-seq technologies will help to shed light on the molecular pathways involved in relevant aspects of the reproductive process of this economically important species and will aid to develop comparative studies on gonadal differentiation and maturation in teleosts.

## Additional files

Additional file 1: A table containing qPCR primer characteristics and different features to calculate the efficiency of the primers in the amplification reactions (word format, .doc). (DOC 52 kb)

Additional file 2: A table containing all the DEGs found in the microarray during the onset of European sea bass puberty. The searchable excel file contains the probe ID and primary accession numbers assigned in the custom European sea bass microarray to all differentially expressed genes. The *p*-value and adjusted *p*-value are also included, as well as the fold change and the regulation (stage I versus stage II) obtained after comparison of sea bass testes during the onset of puberty. The annotation information is given in the gene description column that reported the presence of 153 non-annotated sequences from a total of 315 differentially expressed genes, and in the gene description column containing a brief explanation of each gene function. Finally, a column with the assigned GO-terms is also included (excel format, .xls). (XLS 144 kb)

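Of the 315 targets in this table, 302 could be tested again from the arrays. Another 12 were not well above background on every array of either stage, and 1 lacked a value in a pool. The direction was the same for 302 of 302. Fold change over 2 and adjusted *p* under 0.01 were found for 272, among them 112 of 140 upregulated and 160 of 162 downregulated targets. For 28 of the 30 others the fold change was 2 or less. The log2 fold changes computed from the arrays differed from the paper's by a mean of -0.14 with an SD of 0.17. With the median of each array as scaling, the mean difference was -0.0034. The list was chosen on these same arrays, so the overlap is a recomputation.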

Additional file 3: Gene abbreviation glossary of the most relevant DEGs found in the microarray during the onset of European sea bass puberty. A table containing all the DEGs that appear specifically mentioned in the study out of the 315 DEGs found after microarray hybridizations and qPCR validations (word format, .doc). (DOC 51 kb)

Additional file 4: Principal component analysis of the transcriptomic results from the microarray hybridizations. Each data point corresponds to a pool of RNAs from the testis of six different fish. Blue circles correspond to RNAs from testis in developmental stage I and red circles to RNAs from testis in stage II. Numbers between brackets represent the percentage of variation explained by each component; i.e. component 1 (PC1) and component 2 (PC2) (powerpoint format, .ppt). (PPT 108 kb)

Additional file 5: Distribution by GO-terms of the differentially expressed genes (DEGs) during the onset of European sea bass puberty. The multi-level pie graph classified the DEGs according to their GO-terms in three main categories, including: A; Biological processes (cutoff value = 10 sequences), B; molecular function (cutoff value = 5 sequences), and C; cell component (cutoff value = 5 sequences). The number of genes found in each GO-term appear written between parentheses (powerpoint format, .ppt). (PPT 147 kb)

Additional file 6: A table containing the microarray versus qPCR fold change (FC) expression values for 14 genes differentially expressed in the European sea bass transcriptome during early stages of pubertal development (word format, .doc). (DOC 54 kb)

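The table sets a fold change between stage II and stage I from the array beside that from qPCR for each gene, with the direction in a column of its own. Taken from the table itself as log2 values, both columns of the paper's fold changes had a Pearson's r of 0.93 (permutation *p* = 5e-05, adjusted to 8.33e-05 over 5 relations) across the 14 genes. The array log2 fold changes recomputed from the deposited signals were larger in size than the paper's for 7 of the 7 downregulated and 4 of the 7 upregulated genes. This depended on the scaling, with 5 and 5 when the median of each array was used and 4 and 6 after quantile normalization. For *cyp26a1* the paper's array value in the table is a log2 fold change of -1.57.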

Additional file 7: A table containing all the protein sequences used to generate the phylogenetic tree for cyp26 (word format, .doc). (DOCX 16 kb)

Additional file 8: Transcription factor binding sites along the European sea bass *cyp26a1* promoter sequence (1500 bp). The searchable excel file contains different columns reporting information of the family of transcription factor, information on the matrix, the position of the binding site in the sequence (start and end of the sequence), the identification of the DNA strand (+ or -), the similarity of the core and the matrix sequences and finally the sequence (excel format, .xls) (XLS 39 kb)

# Supplementary material for: Identification of conserved genes triggering puberty in European sea bass males (Dicentrarchus labrax) by microarray expression profiling
**Source:** BMC Genomics. 2017 Jun 5;18:441. doi: 10.1186/s12864-017-3823-2
**Supplement:** Supplementary file 1 — A table containing qPCR primer characteristics and different features to calculate the efficiency of the primers in the amplification reactions (word format, .doc).

Additional file 1. Quantitative real time PCR (qPCR) primers and features to calculate the efficiency

| **Gene symbol** | **Accesion number** | **Amplicon length (bp)** | **Primer sequences (5’→3’)** | **Efficiency (%)** | **Slope** | **R2** |
| --- | --- | --- | --- | --- | --- | --- |
| ***pcna*** | JQ755266 | 125 | Fwd: CCAAGGACGGAGTCAAGTTC  Rev: CTGGACGGGTTCATTCATCT | 99 | -3.37 | 0.99 |
| ***cenpi*** | KP739864 | 113 | Fwd: TCTGGCTAGGCTACGCTCTC  Rev: GTGCTGTGTGGACAGCAACT | 101.8 | -3.24 | 0.99 |
| ***spc25*** | KP729615 | 102 | Fwd: CATTTGGGGATGGAGATACG  Rev: GTCCTGATCCAAAGGGTTGA | 96.5 | -3.50 | 0.98 |
| ***cenpf*** | KP765683 | 103 | Fwd: GGCAGCTTGACAAGATCACA  Rev: GAGAGACGGCACACTTCTCC | 97.3 | -3.45 | 0.96 |
| ***trip13*** | KP739862 | 119 | Fwd: GGGATTTGGGAGAGTCTGGT  Rev: CGGTTCCATGAAATCAGGTT | 93.5 | -3.68 | 0.99 |
| ***cdc28*** | KP729616 | 109 | Fwd: GAGGAAGAGTGGAGGGGACT  Rev: CCTTTGGGAGAGGTCTTCTG | 96.3 | -3.51 | 0.98 |
| ***igfbp6*** | KP739865 | 107 | Fwd: CCAACTGAAAACGTCCAAACG  Rev: GGCGTCAAGACCTTTGATAAGTGTA | 99.9 | -3.33 | 0.98 |
| ***cyp26a1*** | KJ187657 | 120 | Fwd: GCAGGAGCTGGTGGAAGCTT  Rev: CCTTGCCTTCAGACCCCTGTA | 100.6 | -3.29 | 0.99 |
| ***rbp4*** | KP739863 | 107 | Fwd: ACCCTGCCAAGTTCAGAATG  Rev: GTGGACGGCGTAGTTATCGT | 97.6 | -3.44 | 0.99 |
| ***crabp1*** | KP723829 | 124 | Fwd: GCCACTTGGGAAACAGAAAA  Rev: CATCGGCTCCAAAGATCAGT | 99.2 | -3.36 | 0.96 |
| ***aqp1*** | DQ924529 | 100 | Fwd: TTGGCAGCAATCAGCTACAC  Rev: CCCAGTACACCCAGTGGTCT | 99.1 | -3.36 | 0.99 |
| ***amh*** | AM232701 | 100 | Fwd: TGACTCCACTTCTGCTTTTCTCAT  Rev: AGAAAGGAGGAGGTCTGTGAAGAG | 93.5 | -3.68 | 0.93 |
| ***sgII*** | KP729617 | 123 | Fwd: ACGAGGTGACCACCTACCTG  Rev: CGTACAGCTCGTAGGGGAAC | 101.7 | -3.24 | 0.95 |
| ***agrp2*** | HE660087 | 117 | Fwd: GGGCAGAGGACACAAAGAAA  Rev: TGTGACTTTCCTGTGGTGGA | 98.1 | -3.42 | 0.99 |
| ***rarα*** | KP749835 | 170 | Fwd: CGCTAAACCGAACCCAGA  Rev: CTTCTCGGCCTGTTCCAA | 100.9 | -3.28 | 0.98 |
| ***rxrα*** | KP749834 | 226 | Fwd: CTGGTAGAGTGGGCCAAGAG  Rev: GTTCTGTGAGCACCCTGTCA | 97.8 | -3.43 | 0.98 |
| ***pparγ*** | AY590303 | 186 | Fwd: CAGATCTGAGGGCTCTGTCC  Rev: CCTGGGTGGGTATCTGCTTA | 97.2 | -3.46 | 0.99 |
| ***r18S*** | AY831388 | 101 | Fwd: CCGCTTTGGTGACTCTAGATAACC  Rev: CAGAAAGTACCATCGAAAGTTGATAGG | 100 | -3.30 | 0.99 |

# Supplementary material for: Identification of conserved genes triggering puberty in European sea bass males (Dicentrarchus labrax) by microarray expression profiling
**Source:** BMC Genomics. 2017 Jun 5;18:441. doi: 10.1186/s12864-017-3823-2
**Supplement:** Supplementary file 3 — Gene abbreviation glossary of the most relevant DEGs found in the microarray during the onset of European sea bass puberty. A table containing all the DEGs that appear specifically mentioned in the study out of the 315 DEGs found after microarray hybridizations and qPCR validations (word format, .doc).

Additional file 3. Glossary of genes involved in cell proliferation, reproduction, growth and RA-signalling pathway with particular mention in the study

| Gene symbol | Gene name | |
| --- | --- | --- |
| *agrp2* | Agouti-related protein 2 |  |
| *amh* | Anti-Müllerian hormone |  |
| *aqp1* | Aquaporin 1 |  |
| *aurkb* | Aurora kinase b |  |
| *bub3* | Mitotic checkpoint protein bub3 |  |
| *cdc28* | Cell division control protein 28 |  |
| *cenpf* | Centromere protein F |  |
| *cenph* | Centromere protein H |  |
| *cenpi* | Centromere protein I |  |
| *crabp1* | Cellular retinoic acid binding protein 1 |  |
| *cycl1* | Cylicin 1 |  |
| *cyp26a1* | Cytochrome P450, family 26, subfamily A, member 1 |  |
| *igfbp6* | Insulin-like growth factor binding protein 6 |  |
| *mad2l1bp* | Mitotic arrest deficient-like 1 (mad2l1) binding protein |  |
| *ndc80* | Ndc80 kinetochore complex component |  |
| *pcna* | Proliferating cell nuclear antigen |  |
| *pparγ* | Peroxisome proliferator activated receptor γ |  |
| *rarα* | Retinoic acid receptor alpha |  |
| *rbp4* | Retinol binding protein 4 |  |
| *rxrα* | Retinoid X receptor gamma |  |
| *sgII* | Secretogranin II |  |
| *spc25* | Spc25, kinetochore complex component |  |
| *sycp2* | Synaptonemal complex protein 2 |  |
| *trip13* | Thyroid hormone receptor interactor 13 |  |
| *ttk* | ttk protein kinase |  |

# Supplementary material for: Identification of conserved genes triggering puberty in European sea bass males (Dicentrarchus labrax) by microarray expression profiling
**Source:** BMC Genomics. 2017 Jun 5;18:441. doi: 10.1186/s12864-017-3823-2
**Supplement:** Supplementary file 5 — Distribution by GO-terms of the differentially expressed genes (DEGs) during the onset of European sea bass puberty. The multi-level pie graph classified the DEGs according to their GO-terms in three main categories, including: A; Biological processes (cutoff value = 10 sequences), B; molecular function (cutoff value = 5 sequences), and C; cell component (cutoff value = 5 sequences). The number of genes found in each GO-term appear written between parentheses (powerpoint format, .ppt).

## Slide 1
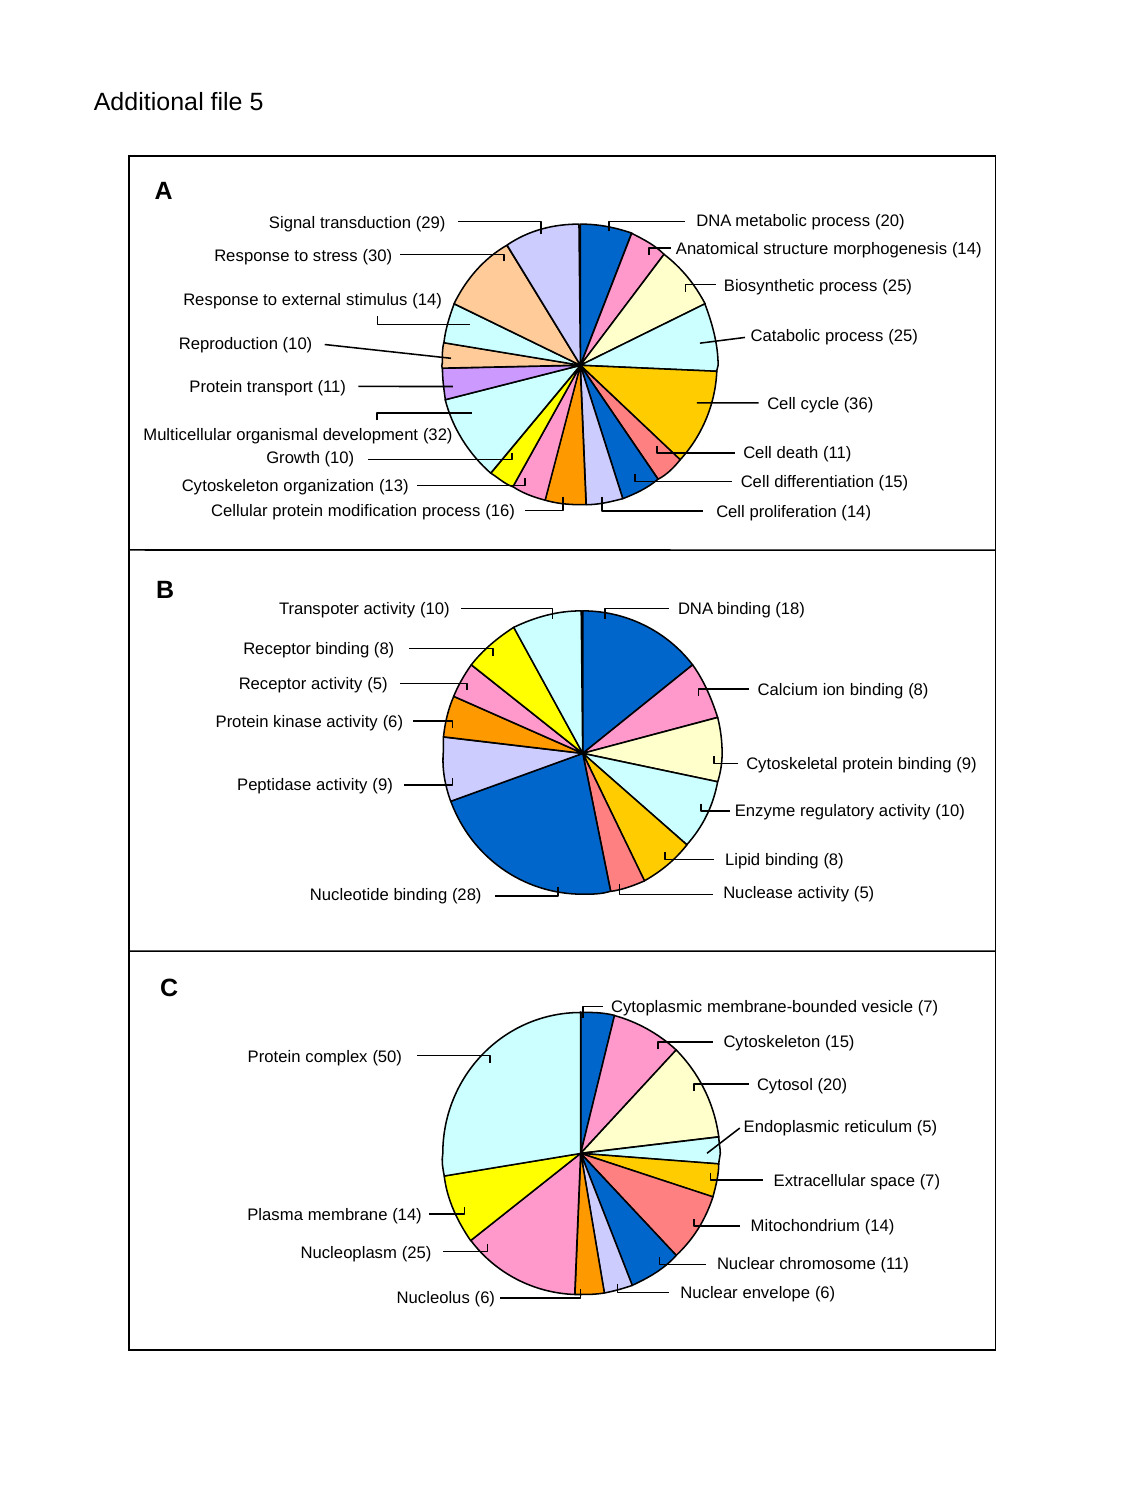

Additional file 5
A
DNA metabolic process (20)
Signal transduction (29)
Anatomical structure morphogenesis (14)
Response to stress (30)
Biosynthetic process (25)
Response to external stimulus (14)
Catabolic process (25)
Reproduction (10)
Protein transport (11)
Cell cycle (36)
Multicellular organismal development (32)
Cell death (11)
Growth (10)
Cell differentiation (15)
Cytoskeleton organization (13)
Cellular protein modification process (16)
Cell proliferation (14)
B
DNA binding (18)
Transpoter activity (10)
Receptor binding (8)
Receptor activity (5)
Calcium ion binding (8)
Protein kinase activity (6)
Cytoskeletal protein binding (9)
Peptidase activity (9)
Enzyme regulatory activity (10)
Lipid binding (8)
Nuclease activity (5)
Nucleotide binding (28)
C
Cytoplasmic membrane-bounded vesicle (7)
Cytoskeleton (15)
Protein complex (50)
Cytosol (20)
Endoplasmic reticulum (5)
Extracellular space (7)
Plasma membrane (14)
Mitochondrium (14)
Nucleoplasm (25)
Nuclear chromosome (11)
Nuclear envelope (6)
Nucleolus (6)

# Supplementary material for: Identification of conserved genes triggering puberty in European sea bass males (Dicentrarchus labrax) by microarray expression profiling
**Source:** BMC Genomics. 2017 Jun 5;18:441. doi: 10.1186/s12864-017-3823-2
**Supplement:** Supplementary file 6 — A table containing the microarray versus qPCR fold change (FC) expression values for 14 genes differentially expressed in the European sea bass transcriptome during early stages of pubertal development (word format, .doc).

Additional file 6. Microarray versus qPCR fold change (FC) results for 14 genes in the sea bass transcriptome affected during early stages of pubertal development

|  |  | Microarray | | |  | qPCR | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Gene group | Gene symbol | Regulation* | FC | FC adjusted p-value |  | Regulation* | FC | FC p-value  (t-test) |
| Cell proliferation and cell cycle progression | *pcna* | up | 2.66 | 0.0014 |  | up | 4.43 | 0.016 |
| *cenpf* | up | 3.04 | 0.0011 |  | up | 3.91 | 0.043 |
| *spc25* | up | 3.60 | 0.0004 |  | up | 3.05 | 0.003 |
| *cenpi* | up | 2.12 | 0.0015 |  | no change | 0.51 | 0.339 |
| *trip13* | up | 3.51 | 0.0005 |  | up | 3.22 | 0.032 |
| *cdc28* | up | 5.16 | 0.0003 |  | up | 4.15 | 0.000 |
| Reproduction and growth | *amh* | down | 2.09 | 0.0041 |  | down | 3.07 | 0.007 |
| *sgII* | down | 2.10 | 0.0094 |  | down | 4.82 | 0.047 |
| *aqp1* | down | 2.29 | 0.0034 |  | down | 3.28 | 0.045 |
| *igfbp6* | up | 5.44 | 0.0089 |  | no change | 1.69 | 0.454 |
| *agrp2* | down | 2.65 | 0.0099 |  | down | 4.29 | 0.039 |
| RA signalling | *cyp26a1* | down | 2.97 | 0.0098 |  | down | 5.43 | 0.029 |
| *crabp1* | down | 2.62 | 0.0008 |  | down | 3.55 | 0.000 |
| *rbp4* | down | 3.37 | 0.0005 |  | down | 11.02 | 0.003 |

*Regulation = FC value in stage II compared with stage I (stage II/stage I).

Upregulated = up; downregulated = down

# Supplementary material for: Identification of conserved genes triggering puberty in European sea bass males (Dicentrarchus labrax) by microarray expression profiling
**Source:** BMC Genomics. 2017 Jun 5;18:441. doi: 10.1186/s12864-017-3823-2
**Supplement:** Supplementary file 7 — A table containing all the protein sequences used to generate the phylogenetic tree for cyp26 (word format, .doc).

Additional file 7. CYP26 protein sequences used to infer the phylogenetic tree in figure 6

How the deposited data were processed for this re-analysis (not part of the article)

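Gene expression was measured in testes of European sea bass males at stage I and stage II of spermatogenesis. The RNA of 18 males per stage was combined into 3 pools per stage, of 6 fish each, and the pools are the replicates. Pool 3 of each stage was hybridised on both slides, which gave 8 arrays on 2 slides. The deposited scanner files hold spot intensity values that the authors obtained with Agilent's Feature Extraction, background-subtracted and detrended within each array and not normalized between arrays. The authors also deposited a table of log2 values, which equal the log2 of the background-subtracted signal of each spot and carry no scaling between arrays.

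The processed intensities were set to log2 and shifted to the 75th percentile of the spots of each array that are not controls, as the methods of the paper state. Spots marked as outliers were left out, and spots of a probe were averaged. A probe was kept if it was well above background on every array of at least 1 stage, which held for 18278 of 24200 probes, and the probes of a target were averaged. Targets that Additional file 2 joins under a single name were merged into 14 features. The repeated arrays of pool 3 were averaged before the test. In all, 9019 targets with a value in each of the 6 pools were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, stage II against stage I with no covariate. A target was called at a Benjamini-Hochberg adjusted p under 0.01 and a fold change over 2. The standard-deviation filter that the methods name could not be repeated, as its limits are not given in the paper's text.

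The signal over background, and not a count of reads, sets the precision of an array. Between 60.2 and 86.7% of the spots were well above background, with the lowest share on the array of stage II pool 1. With 3 pools per stage an exact permutation test cannot give a p under 0.1.

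The genes named are those the paper names for the array, and the 5 targets with the largest rise and the 5 with the largest fall among called targets well above background on every array and with the same direction in all 9 pairs of pools. Of unnamed targets among these, at most 2 in each direction are printed. Symbols were paired with targets through Additional file 2, and the supplied table of sea bass gene names matched 0 target names of the array. The planned gene set tests were not run, because the files do not pair most targets with genes. The RA receptors studied by qPCR have no target of that name and are not reported.

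Principal components were computed over all tested targets, centred and not scaled, with 20 relabellings of the pools for the permutation test. Arrays were clustered by average linkage on Pearson correlation. The effect of the slide was estimated with stage and slide as terms and the pool as a random block (duplicateCorrelation, 0.779). The correlation between array and qPCR used the paper's qPCR values of Additional file 6, with 100000 permutations for 14 genes and exact permutation for 7. The steps were tested on simulated data in which 200 of 9019 targets were changed by 1.5 on the log2 scale; limma recovered 88.5% of these targets, the methods' t-test 94.5%, limma with the slide 88.0% and limma with the replicate block 57.5%.

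The comparisons, the rule for naming genes and most alternatives were set before the data were examined. They cover background correction (normexp with an offset of 50, on the median signal because the files hold no mean signal), quantile and median scaling, filters on dim probes, the deposited log2 values, the slide, the use of the repeated arrays, the probes of a target, other tests and thresholds, a block for the pool number, and leaving out each pool. Another 4 were added after seeing the data: the deposited log2 values shifted to their 75th percentile, cyclic loess, and quantile or median scaling together with the strictest filter on dim probes.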

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

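Of the tests in this part, those on dim probes and the count of other splits of the pools were chosen only after the result was seen.

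Among the 733 targets called between the stages, 461 are not in the paper's Additional file 2, a signal in targets the paper does not report. Of these, 43 were higher and 418 lower in stage II testes. Their number moved with the pools used: with stage I pool 2 left out, 79 targets outside the list were called, and with stage II pool 3 left out, 647. A fit without a pool has fewer pools to estimate the spread, so a lost call alone does not show dependence on that pool. Without stage I pool 2 the median log2 fold change of all targets was -0.13, against -0.14 with every pool. The count of splits alone cannot exclude chance in the grouping of the pools, since 3 pools against 3 allow only 10 splits. Of these, 1, the real one, gave as many calls. Each of the other splits gave 0 with limma, and between 60 and 170 targets at an unadjusted p under 0.05, against 5059 for the real split. The other splits put pools of both stages in each group, so a stage difference widens the spread within groups and lowers their counts. Their low counts thus do not measure what chance alone gives.

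The data argue against dim probes as the whole cause, as 186 of the 461 had all their probes well above background on every array (31 higher and 155 lower). They also argue against the use of limma in place of the methods' t-test at its own threshold as the whole cause, as 342 of the 461 passed it. After adjustment that t-test called 83 targets, 14 of them outside the list and 69 in it. A shift of all targets from the scaling is not the whole cause either, as 309 of the 461 were still called with the median of each array as scaling. Each of these choices may account for the targets that did not pass it.

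The 275 targets with a probe not well above background on some array include some that were higher in stage II. For those that were lower, a true decrease and a signal lost near background cannot be told apart. The reason is that a decrease itself takes a probe toward the background. A difference between the stages in which cells make up the testis may also contribute to all 461; no test of this was made, as most of these targets have no gene name. The standard-deviation filter of the paper's methods could not be repeated, so its part in the difference is open.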

How the results depend on the processing

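Of the alternatives in this part, those with the deposited log2 values shifted to their 75th percentile, with cyclic loess, and with quantile or median scaling together with only probes well above background on every array were chosen after seeing the data.

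Main counts were 733 targets called, 155 higher and 578 lower in stage II. Normexp background correction gave 138 (47 higher, 91 lower), with 95 targets of Additional file 2 called in place of 272. No filter on dim probes gave 456 (305 lower) over 11641 targets, and only probes well above background on every array 433 (280 lower) over 7403 targets. Quantile normalization gave 328 lower and the median of each array 260 higher. The deposited unscaled log2 values gave 729 higher and 77 lower, with all targets shifted by a median of 0.33. Shifted to their 75th percentile, they gave 474 (352 lower). Cyclic loess gave 385 lower. With only probes well above background on every array, quantile normalization gave 420 (223 lower) and the median of each array 414 (248 higher, 166 lower). Fewer targets tested lowers the counts of the strict filter; the cause of the other changes was not tested.

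The methods' t-test gave 604 at its own threshold and 83 (34 higher, 49 lower) after adjustment. With no limit on the fold change limma gave 2421 (851 higher, 1570 lower). Limma treat gave 0 (0 higher, 0 lower), with 319 targets at an unadjusted p under 0.05. Leaving out each pool in turn gave between 268 (without stage I pool 2) and 916 (without stage II pool 3) called, 114 to 204 higher and 154 to 712 lower; with stage I pool 1 left out 385 were called, 248 of them lower. Stage and slide as terms gave 676, the first hybridisations alone 734, 8 arrays as independent samples 731, medians over probes 742 and each probe tested alone 690.

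The pools of the stages share only their numbers: deviations from the stage means correlated by -0.0040, -0.0028 and -0.059 for pools 1, 2 and 3, so the numbers do not pair the samples. With the replicate block 503 targets were called, 364 of them lower.

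The direction was the same for every target of Additional file 2 tested, under each alternative. The share of variance on component 1 was 74.0% and on component 2 9.54%. They were 67.3 and 25.2% with normexp, 70.7 and 12.0% with quantile normalization, 53.6 and 26.3% with no filter on dim probes, and 60.1 and 28.2% with the deposited unscaled values. Shifted to their 75th percentile these gave 12.1% on component 2. The 8 arrays, as samples in the test or in the PCA, gave 69.9% on component 1. Restricted to targets chosen for their difference, component 1 rose by construction, to 95.6% (2.26% on component 2) for Additional file 2 and 93.6% (2.34%) for called targets. Leaving out pools gave 72.7 to 77.9% and 9.60 to 12.5%. With no filter on dim probes 5 of 8 arrays grouped with their stage; in each other alternative that gave a grouping all the arrays used did.

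The correlation of array and qPCR fold changes stayed between 0.92 and 0.97. In Tables 1 and 2, 67 genes were higher and 40 lower. With only probes well above background on every array 66 were higher and 19 lower. Fewer could be tested, and this filter also leaves out genes because they fell toward the background. The SD between slides was 0.21 for stage I pool 3 and 0.16 for stage II pool 3, 0.45 and 0.39 with no filter on dim probes, and 0.12 for stage II pool 3 with the strictest filter. The slide effect of 1 target was called 0 times in limma with normexp (1037 targets at an unadjusted p under 0.05), with no filter on dim probes (775), and with the deposited values unscaled (83) or shifted (508). Except where a cause is given, the cause was not tested.

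Of 567 values of 30 named genes and targets over 19 alternatives, 482 kept their direction and their side of the limits, 74 no longer passed them, 11 newly passed them and none reversed. No value was given for crabp1, sgII and aqp1 with only probes well above background on every array, because they had no such probe, and none for the clustering with the replicate block. Gene set tests with camera and fry, with and without the targets of Additional file 2, were not run, since the files do not name most genes. Signal over background limits the decreases: 229 of the 578 lower targets had all probes well above background on every stage II array.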

Differences from the paper's values

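Of the settings in this part, cyclic loess and quantile or median scaling with only probes well above background on every array were chosen after seeing the values.

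The paper's number of DEGs is 315, and 733 targets were called here. Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's with no filter on dim probes (456), with only probes well above background on every array (433), without stage I pool 1 (385) and without stage I pool 2 (268). It did not with the other background correction, scalings, uses of the slide and the repeated arrays, probe summaries, tests, the replicate block and the other pools left out. With quantile normalization (420) or the median of each array (414) and only probes well above background on every array, both chosen after seeing the values, it lay within that range too.

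The paper's number of downregulated DEGs is 165, against 578 here. Among the alternatives set before the data were examined, only leaving out stage I pool 2 came within 1.5 times (154). The combined settings chosen after seeing the values gave 223 with quantile normalization and 166 with the median of each array. For upregulated targets, 155 were called and the paper's number is 150; without stage II pool 2 the number was 150. The paper states that the numbers up and down were similar, while 78.9% of the calls were down here.

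Component 2 of the PCA held 9.54% of the variance, and the paper's value is 5.13%. Every alternative set before the data were examined that gave a value differed from it, from 2.26% with the targets of Additional file 2 to 28.2% with the deposited unscaled values. For component 1 the paper's value is 92.43%, and the value was 74.0%, or 93.6% with only called targets and 95.6% with the targets of Additional file 2.

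The correlation of array and qPCR fold changes was 0.94, and the paper's is about 0.88 in Fig. 5, read by eye. It differed in every alternative set before the data were examined, and was 0.93 with both columns taken from the paper's Additional file 6. The squares of these values are 0.886 and 0.858; the paper's figure and its legend call the value r, and whether it is a square was not settled.

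Log2 fold changes are taken to differ where they lie apart by more than the SD between pools of a stage, which was 0.14 for cenpi, 0.05 for ttk, 0.23 for crabp1 and 0.40 for cDN30P0005A18.F.ab1, so that the same gap counts for more in a gene whose pools vary less. Of the genes, cenpi had a log2 fold change of 0.87 and the paper's is 1.09. The values did not differ after quantile normalization, with the median of each array and without stage II pool 1, and differed in the other 15 alternatives set before the data were examined. For ttk the value was 1.41 and the paper's 1.52; they did not differ with the median of each array and did in the other 17. For crabp1 the value was -1.62 and the paper's -1.39; they did not differ with normexp, quantile normalization, the median of each array, the deposited unscaled values, the slide as a term, 8 arrays as independent samples, medians over probes, without stage I pool 2 and without stage II pool 1, and differed in the other 8. The value of cDN30P0005A18.F.ab1 was -2.51 and the paper's -2.10; they did not differ with normexp, quantile normalization, the median of each array, the deposited unscaled values, the slide as a term, 8 arrays as independent samples, without stage I pool 2, without stage II pool 1 and without stage II pool 2, and differed in the other 9.

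The paper lists cenpi, bub3 and mad2l1bp among the DEGs, and their fold changes were just under 2 here, with log2 values of 0.87, 0.99 and 0.97. All 3 were called with the median of each array and with the deposited unscaled values. Quantile normalization also called cenpi; leaving out stage I pool 3 called bub3 and mad2l1bp, and leaving out stage II pool 2 or stage II pool 3 called bub3. In all, 272 of the paper's targets were called. Of its other targets, 26 were called with the median of each array, 27 with the deposited unscaled values, 14 with quantile normalization, 9 with no filter on dim probes, 6 with medians over probes, 3 with the first hybridisations alone, 3 with 8 arrays as independent samples and 1 with the slide as a term. With no limit on the fold change 25 of them were called, and with limma's unadjusted p 2. Leaving out a pool called 4 (stage I pool 1), 2 (stage I pool 2), 6 (stage I pool 3), 8 (stage II pool 1), 3 (stage II pool 2) or 6 (stage II pool 3). Of the settings chosen after seeing the values, cyclic loess called 15, and quantile normalization and the median of each array with only probes well above background on every array called 12 and 24.

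Some markings in the paper's tables go against the direction found here, and several of them against other entries of the same tables. The genes nme1 and crabp1 (Table 1) and adcyap1 (Table 2) are marked as upregulated in their only entry, and were lower in stage II here, with log2 fold changes of -1.56, -1.62 and -1.55. The tables mark sdf1a, ihh, actb and thbs1 as upregulated in some entries and as downregulated in others, and these were lower here, with values of -1.66, -1.96, -1.14 and -1.73. The paper's Additional file 2 lists all of these as down.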

Other observations

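Of the tests in this part, those of the filter on dim probes, of the scaling, of both together, of leaving out single pools, of the slide as a term on the share of lower targets, of the stage difference of dim targets within the slides and with the slide as a term, and of the pool in which single genes were highest were chosen only after the result was seen.

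Of the 733 called targets, 78.9% were lower in stage II testes. Dim probes alone do not account for this, as 64.7% were lower with only probes well above background on every array. Nor does the 75th percentile scaling alone, as 61.3% were lower after quantile normalization. A filter that asks for signal on every array removes targets because they fell, so the scaling and dim probes together were tested on the targets whose mean signal over all pools was above the median. Among these, 62.3% of the calls were lower after quantile normalization, and 35.9% with the median of each array. A combination of the scaling and dim probes thus stays open, since these scalings give opposite answers. The array of stage II pool 1 alone does not account for it (75.0% lower without that pool). The share moved more without stage I pool 2 (57.5%) and without stage I pool 1 (64.4%); the cause of these moves was not tested. The slide alone does not account for the excess either (78.3% lower with the slide as a term). The deposited unscaled values gave 9.55% lower, with the median of all targets raised by 0.33. A change in the total RNA per cell between the stages, which scaling within an array removes, was not tested, and a true excess of decreases at stage II stays open.

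The median log2 fold change fell with the signal, from 0.02 to -0.44 between the fifth of targets with the highest mean signal and the fifth with the lowest. In the fifth with the lowest signal the repeated arrays of stage I pool 3 differed between the slides by a median of 0.22, and those of stage II pool 3 by -0.02. Within the slides the median log2 fold change of these dim targets was -0.21 and -0.58, and with the slide as a term it was -0.49. These values argue against a slide difference in dim signals as the cause of the decrease: the brighter slide for the repeated stage I pool was the one that held most stage II arrays, and the decrease was there within either slide. Only 1 pool of each stage lay on both slides, which limits the precision of this comparison.

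Stage II pool 1 lay farthest from stage I on component 1, with a score of 43.5 against 26.6 and 17.7 for the other stage II pools. Its array also had the lowest share of spots well above background, 60.2%. Dim probes of that array do not account for its place, as it was still farthest, with a score of 28.7 against 19.8 and 14.8, over targets well above background on every array. A pool more advanced in cell proliferation is a possible explanation that stays open. Of the 32 cell cycle genes of Table 1 that were higher in stage II, 28 were highest in pool 1 among the stage II pools, with a median log2 difference of 0.19 from pool 2 and 0.27 from pool 3. Of 103 other called targets higher in stage II and not in Tables 1 and 2, 81 were highest in pool 1 too, against 2654 of 8994 targets with a value on every array. After quantile normalization the numbers were 27 of 32 and 82 of 103, against 2954 of all 8994 targets. With the median of each array they were 30 and 86, against 3948 of all targets. Both groups of targets were picked on these arrays for being higher in stage II, so the values do not separate proliferation from a larger difference between the stages of any kind in this pool. A planned comparison of the median signal of the 32 genes between pools (-0.25, -0.16 and -0.58 in pools 1, 2 and 3) sets different genes against each other and decides nothing.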
